# Transcriptional Profiling Reveals Brain Region-Specific Gene Networks Regulated in Exercise in a Mouse Model of Parkinson’s Disease

**DOI:** 10.3389/fnagi.2022.891644

**Published:** 2022-06-23

**Authors:** Weifang Tong, Kunshan Zhang, Hongkai Yao, Lixi Li, Yong Hu, Jingxing Zhang, Yunping Song, Qiang Guan, Siguang Li, Yi E. Sun, Lingjing Jin

**Keywords:** exercise, Parkinson’s disease (PD), RNA-Seq, brain region specific, synapses

## Abstract

**Background:**

Exercise plays an essential role in improving motor symptoms in Parkinson’s disease (PD), but the underlying mechanism in the central nervous system remains unclear.

**Methods:**

Motor ability was observed after 12-week treadmill exercise on a 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP)-induced mouse model of PD. RNA-sequencing on four brain regions (cerebellum, cortex, substantia nigra (SN), and striatum) from control animals, MPTP-induced PD, and MPTP-induced PD model treated with exercise for 12 weeks were performed. Transcriptional networks on the four regions were further identified by an integrative network biology approach.

**Results:**

The 12-week treadmill exercise significantly improved the motor ability of an MPTP-induced mouse model of PD. RNA-seq analysis showed SN and striatum were remarkably different among individual region’s response to exercise in the PD model. Especially, synaptic regulation pathways about axon guidance, synapse assembly, neurogenesis, synaptogenesis, transmitter transport-related pathway, and synaptic regulation genes, including Neurod2, Rtn4rl2, and Cd5, were upregulated in SN and striatum. Lastly, immunofluorescence staining revealed that exercise rescued the loss of TH^+^ synapses in the striatal region in PD mice, which validates the key role of synaptic regulation pathways in exercise-induced protective effects *in vivo*.

**Conclusion:**

SN and striatum are important brain regions in which critical transcriptional changes, such as in synaptic regulation pathways, occur after the exercise intervention on the PD model.

## Introduction

Parkinson’s disease (PD) is a progressive neurodegenerative disorder caused by degeneration of dopaminergic neurons in the substantia nigra (SN) (Samii et al., 2004). Clinical manifestations of patients with PD mainly consist of rest tremor, bradykinesia, rigidity, and loss of postural reflexes (Jankovic, 2008). Levodopa remains the most common medication for alleviating some of the motor deficits in the early stages of the disease (Lane, 2019). However, chronic use of that drug probably induces side effects, such as levodopa-induced dyskinesia (LID) and impulse control disorders (Voon et al., 2017; Donzuso et al., 2020). Moreover, no specific medicine has been developed to reverse the progression of PD permanently. Therefore, clinicians and researchers have paid more attention on physical exercise.

Recent studies revealed that exercise on patients with PD improves their quality of life and physical function, including locomotion, balance, and gait performance (Goodwin et al., 2008; Shah et al., 2016; Mak and Wong-Yu, 2019; van der Kolk et al., 2019). The observed increments in gait speed and stride length after treadmill and robotic exercise for subjects with PD imply the repairment of nigrostriatal system and cerebellum controlling semi-autonomous stereotypic movements (Hirata et al., 2020; Surkont et al., 2021). In addition, the motor cortex was also found involved in the recovery of PD patients after exercise training (Rothwell, 1999; Fisher et al., 2008). Profound changes occurring in those brain regions during physical exercise may contribute to PD rehabilitation, and underlying molecular mechanisms need further studying.

Previous studies on animal models have demonstrated that exercise practice would modulate the function of striatum, probably by augmenting the dopamine content, improving the mitochondrial function and restricting the extracellular glutamate accumulation (Hendricks et al., 2012; Yue et al., 2012; Chen and Li, 2019). Lee et al. (2018) reported that treadmill running could improve motor balance and coordination in PD rats by suppressing the loss of purkinje cells in the cerebellar vermis.

Despite those clinical and animal studies, molecular mechanisms in the central nervous system (CNS) underlying exercise-induced effects have not been fully elucidated. Especially, most work focused on isolated brain regions (Kintz et al., 2017; Myers et al., 2018), and critical molecules in the cortex, cerebellum, SN or striatum were not overall screened. Systematic analysis of molecular pathways as well as interactions of target brains regions involved in exercise-induced PD rehabilitation is required. Here, we speculate physical exercise in patients with PD may improve motor symptoms by modulating critical molecular networks in those 4 brain region and by affecting the circuit function across them. Studies in the inter-connection of brain regions and corresponding molecular networks highly rely on bioinformatics. For instances, rank-rank hypergeometric overlap (RRHO) is a suitable approach that successfully revealed overlapping transcriptional patterns across brain regions (Bagot et al., 2016; Labonté et al., 2017; Peña et al., 2017). Weighted gene co-expression network analysis (WGCNA) is another widely used approach to explore gene networks involved in several CNS disorders, including Alzheimer’s disease and schizophrenia (Rangaraju et al., 2018; Radulescu et al., 2020).

In the present study, we used an MPTP-induced mouse model of PD to evaluate the effect of treadmill exercise on motor ability. Our results demonstrated a better performance in movement and balance, for the “MPTP + Exercise” group compared to the “MPTP” group. Then, we utilized RNA-sequencing to generate transcriptional profiles in the SN, striatum, cortex, and cerebellum for control, MPTP, and exercised PD model. RRHO and WGCNA were further applied to identify brain region-specific patterns and networks of co-regulated genes associated with exercise. Our data suggested an overlapping transcriptional pattern in the SN and striatum, and an opposite regulation in the SN and striatum after exercise. Pathways analysis revealed synaptic-related processes, especially synaptogenesis in the striatum was upregulated. Finally, we performed immunofluorescence experiments and validated that MPTP treatment reduces the number of striatal TH^+^ synapses while treadmill exercise restores it. Overall, this work provides a novel understanding in the molecular basis of PD exercise by leveraging a systematic and unbiased approach on transcriptional regulation, and may further promote the development of anti-PD strategy.

## Materials and Methods

### Animals

C57BL/6J mice (8-week-old, female) were purchased from Charles River, Beijing. Mice were maintained at 22 ± 1°C on a 12-h light/dark cycle. All experiments were conducted following international standards on animal welfare.

### Chronic Mouse Model of Parkinson’s Disease

After 1-week adaptation, mice were injected with MPTP (25 mg/kg, 10 doses, s.c.) in combination with probenecid (Dauer and Przedborski, 2003). During the chemical preparation and animal injections, safety precautions for MPTP use were observed (Jackson-Lewis and Przedborski, 2007).

### Treadmill Exercise Protocol

After the entire course of MPTP, the PD mice in the exercise groups (PD + EX) were forced to run on a treadmill (Duanshi, China) for 5 days/week, 40 min/day with a speed up to 15 m/min (5 min at 6 m/min, 5 min at 9 m/min, 20 min at 12 m/min, 5 min at 15 m/min, and 5 min at 12 m/min) for 12 consecutive weeks (Lau et al., 2011).

### Motor Behavior Analysis

After the entire course of MPTP and exercise, the mice were evaluated for their motor dysfunction by open field, rotarod, and pole test. In the open field, the mice were placed in a 100 _ 100 cm field individually for 15 min between 9 and 12 am (Huang et al., 2015). Then, we used the image processing system Xeye Aba 3.2 to analyze average velocity. In the rotarod test, mice were placed on a rotarod over 300 s at an accelerating speed (from 5 rpm to 50 rpm) (Petroske et al., 2001; Meredith and Kang, 2006). In the pole test, the time when mice were taken from the top of the pole for 3 times was recorded, then the average time was calculated (Ogawa et al., 1985; Matsuura et al., 1997).

### Brain Tissue Preparation

Following the final behavioral test, all the animals (Saline: *n* = 4, MPTP: *n* = 4, MPTP + EX: *n* = 4) were euthanized *via* cervical dislocation. the SN, striatum, cortex, and cerebellum samples were micro-dissected from the brain. Then, they were frozen at −80°C until the RNA extraction was performed. The cohort of animals (Saline: *n* = 5, MPTP: *n* = 5, MPTP + EX: *n* = 5) were anesthetized and then perfused transcranially with 4% paraformaldehyde and 0.1 M PBS. Then the brain was kept in 4% paraformaldehyde for at least 8 h, then cryoprotected in 20 and 30% sucrose for 48 h. Finally, brains were sliced into 15 μm sections for staining.

### RNA Isolation

Ice cold TRIzol Reagent (Life Technologies) was added to frozen tissue on ice. The total RNA was extracted following the manufacturer protocol by TRIzol Reagent. RNA concentrations were assessed by Nanodrop 2000/2000C, and RNA quality was checked by the Agilent 2100 Bioanalyzer.

### Transcriptome Analysis

After RNA-seq library preparation, all reads were mapped to *Mus musculus* as the reference genome by Tophat2 (v2.01). Then, we normalized FPKM (Fragments Per Kilobase of transcript per Million fragments mapped) of genes were estimated by Cuffquant (Cufflinks v2.21). Then, we calculated the number of FPKM by RSEM (V1.2.4) software. We used DESeq (V1.14.0) software to identify DEGs which FPKM > 1 and *p* < 0.05. We used the RRHO test to identify the degree of overlap in gene signatures among the brain regions in PD and exercised PD mice. WGCNA was used for the co-expressed gene modules. Pearson correlation coefficient analysis was performed for various groups and brain regions. Enrichment analysis, including GO analysis and KEGG pathway analysis, were performed by DAVID.

### Immunofluorescence

Six slices that extended through the regions of interest, including the cortex, cerebellum, SN, and striatum, were collected for TH^+^ immunofluorescence. All slices in the striatum were incubated in chicken anti-Tyrosine Hydroxylase (1:250, abcam, Cambridge, United Kingdom), rabbit anti-PSD95 (1:1,000; Synaptic Systems, Göttingen, Germany), and mouse anti-synapsin antibodies (1:1,000; Synaptic Systems, Göttingen, Germany) overnight at 4°C. After washing in PBS three times, sections simultaneously treated with 488-conjugated donkey anti-chicken IgG (1:1,000 dilution; Vector Laboratories Newark, CA, United States), 568-conjugated donkey anti-rabbit IgG (1:1,000 dilution; Vector Laboratories Newark, CA, United States), and 647-conjugated goat anti-mouse IgG (1:1,000 dilution; Vector Laboratories Newark, CA, United States) for another 1 h at room temperature. Then, the slices were observed under a confocal laser scanning microscope. Images were processed with software Imaris (Bitplane, Schlieren, Switzerland).

### Statistical Analysis

All data were expressed as mean ± SEM. Normal distributions and equal variances were determined for all data sets. A one-way or mixed-model ANOVA was performed as required. Tukey’s test and LSD were followed to conduct multiple comparisons, respectively. For all data, *p* < 0.05 was considered to be statistically significant. Data analysis was performed by SPSS 19.0, and graphs were plotted by GraphPad Prism 7.

## Results

### Treadmill Exercise Improves Motor Dysfunction in Parkinson’s Disease Model

After the 5-week MPTP treatment, we assessed the animals’ motor function by the rotarod test, the open field test, and the pole test (Figure 1A). Animals in the saline group exhibited significant different performance in behavior tests, compared to mice when MPTP treatment was just completed (Figures 1B–D). The two groups (MPTP and MPTP + EX) exhibited lower retention times on the rotarod test as compared to the saline group (Figure 1C). The pole test showed that both the MPTP and MPTP + EX group descend to the floor more slowly (Figure 1B) and exhibited a slower average velocity as compared to the saline group (Figure 1D).

**FIGURE 1:**
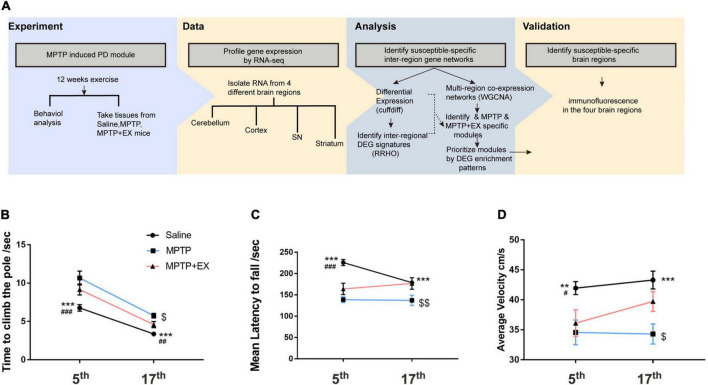
Motor function recovery in mice treated with MPTP after the 12-week treadmill exercise. **(A)** Scheme of the experimental design. **(B)** Time spent in descending to the floor for the saline (*n* = 24), MPTP (*n* = 12), and MPTP + EX (*n* = 12) groups. **(C)** Time spent in the rotarod for the saline (*n* = 24), MPTP (*n* = 12), and MPTP + EX (*n* = 12) groups. **(D)** Average speed in the open field for the saline (*n* = 24), MPTP (*n* = 13), and MPTP + EX (*n* = 13) groups. Data are mean ± s.e.m. Statistical analysis is performed using mixed-model ANOVA followed by the LSD *post hoc* test. **p < 0.01, saline vs. MPTP; ***P < 0.001, saline vs. MPTP; # *p* < 0.05, saline vs. MPTP + EX; ### *p* < 0.001, saline vs. MPTP + EX; $ *p* < 0.05, MPTP vs. MPTP + EX; $$ *p* < 0.01, MPTP vs. MPTP + EX.

After 12 weeks of exercise (treadmill training), we investigated whether that would alleviate motor deficits. Notably, the time to descend to the floor increased in the MPTP vs. Saline group (*p* < 0.001) and exercise drove a significant decrease compared to the MPTP group (Figure 1B, *p* < 0.05). The results unveiled a reduction in rotarod test time for the MPTP group compared to the saline group (Figure 1C, *p* < 0.001), and exercise reversed that tendency (Figure 1C, *p* < 0.01). In the open field test, average velocity was slowed in the MPTP vs. saline group (Figure 1D, *p* < 0.001), and exercise reversed that tendency (Figure 1D, *p* < 0.05).

### DEG Analysis Reveals Brain-Region-and Exercise-Specific Response Transcriptional Profiles in Parkinson’s Disease Mice

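RNA from the cortex, cerebellum, SN and striatum was sequenced in 12 mice, 4 each of the saline, MPTP and MPTP + EX groups, which gave 48 libraries. The MPTP and MPTP + EX mice received 10 injections of MPTP at 25 mg/kg, a toxin whose product dopaminergic neurons take up. The MPTP + EX mice then ran on a treadmill at up to 15 m/min for 40 min a day, 5 days a week, for 12 weeks. The authors deposited FPKM (fragments per kilobase of transcript, scaled to library size) for 23366 gene names. Of these, 27 had been turned into dates by spreadsheet software and were left out. FPKM were taken as log2(FPKM + 1), and in each region the genes with a mean FPKM above 1 over its 12 libraries were tested, 13483 in the SN, 13238 in the striatum, 13049 in the cortex and 12949 in the cerebellum. The 3 groups of a region were fitted together with limma, with a two-sided moderated test and an intensity trend, and p was adjusted over all genes of the region by the Benjamini-Hochberg method. A gene is said to rise or fall only at an adjusted p under 0.05, and counts at an unadjusted p under 0.05, the study's threshold, are named as such.
The files hold no read counts, so the number of reads behind each FPKM is unknown. In 47 libraries, between 12809 and 13593 genes lay above 1 FPKM and the median correlation with the other libraries of the region was 0.978 to 0.990. The striatum library of MPTP + EX mouse E29 had 11595 such genes and a median correlation of 0.808, and its Malat1, a long nuclear RNA, was 17.5 FPKM against 148 to 363 elsewhere. It was kept, and striatum results that depend on it are given without it too where that was run. On simulated data with the spread of the SN, 57% of genes shifted by 0.5 on the log2 scale passed the adjusted threshold and 91% of those shifted by 1. In the striatum these shares were 14% and 50%, and 68% and 90% without mouse E29.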

To determine whether transcriptional profiles response to PD in a brain-region- and exercise-specific, we examined transcriptional profiles in 4 brain regions: cortex, cerebellum, SN, and striatum. For each condition and brain region, unbiased RRHO analysis was applied to reveal the transcriptional changes in 4 brain regions in MPTP mice. Results of RRHO analysis disclosed opposing up- and down-regulation of transcriptional signatures in the SN and striatum (Figure 2A), and a similar but weaker change for gene regulation in striatum and cerebellum (Figure 2A). 

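Transcripts of dopaminergic neurons fell in the SN with MPTP. Slc6a3, the dopamine transporter through which the toxin's product enters the cell, was 28.9 ± 3.81 FPKM (SD, n = 4 mice) with MPTP and 219.5 ± 68.6 with saline, a log2 fold change of -2.84 on the log2(FPKM + 1) scale (standard error 0.24, adjusted p = 9.97e-05 from limma). Slc18a2, which loads dopamine into vesicles, was 14.5 ± 1.502 against 87.1 ± 26.5 FPKM (adjusted p = 5.5e-05), and Drd2, the dopamine autoreceptor, 8.86 ± 0.556 against 43.3 ± 10.8 (adjusted p = 3.5e-05). Dlk1 and Ret, a receptor of glial growth factors, fell by 1.84 and 2.04. Of 21 genes of dopaminergic neurons, 19 fell and none rose (20 lower when adjusted over the list alone), with a median of -1.83. The list stood apart from the other genes (adjusted p = 3.2e-52 from limma's camera over 276 list tests, with a preset correlation of 0.01 between genes, and adjusted p = 0.0658 with an estimated correlation). Its mean was lower in each MPTP mouse than in each saline mouse (exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). Markers of astrocytes, which react to the loss of neurons, were higher on average in 17 of 17 cases (median 0.22, adjusted p = 0.000362 from camera and adjusted p = 0.724 with an estimated correlation). In all, 9 genes rose and 77 fell in the SN, 86 together. Without mouse S1, S2, M16, M21 or E29 the count was 49, 44, 51, 53 and 161.
In the striatum, which the same neurons innervate, no gene passed the adjusted threshold in limma, 140 genes lay at an unadjusted p under 0.05 and chance gives 662. Without mouse M21, S1, S2, S3 or S4 there were 66, 85, 88, 73 and 244 of them. Without the library of mouse E29 there were 1339, and 3 passed (D430036J16Rik, Hnrnpc and Per2, higher with MPTP). Gdnf, a survival factor of dopaminergic neurons, had the lowest p among genes whose groups do not overlap, 2.00 ± 0.118 FPKM with MPTP and 1.143 ± 0.0902 with saline (adjusted p = 1). Markers of medium spiny neurons, the striatum's main cells, were higher on average in 22 of 23 cases (median 0.17, camera adjusted p = 3.89e-07, and adjusted p = 0.669 with an estimated correlation).
Across 12858 genes, the moderated t of MPTP vs saline in the SN and striatum had a Spearman's rho of 0.224, with most overlap among genes moving the same way (maximum -log10 p of 88 in RRHO, against 1.26 for genes moving opposite ways). Genes are not independent replicates, so p came from 100 regroupings of the libraries within each region (permutation p = 0.0594, adjusted p = 0.238 over 12 relations). Such regroupings take the regions as independent, although the same mice gave both. Without mouse E29 rho was 0.24 (permutation p = 0.0396, adjusted p = 0.119). For the striatum and cerebellum rho was 0.25 (permutation p = 0.109, adjusted p = 0.327).

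**Figure D1:**
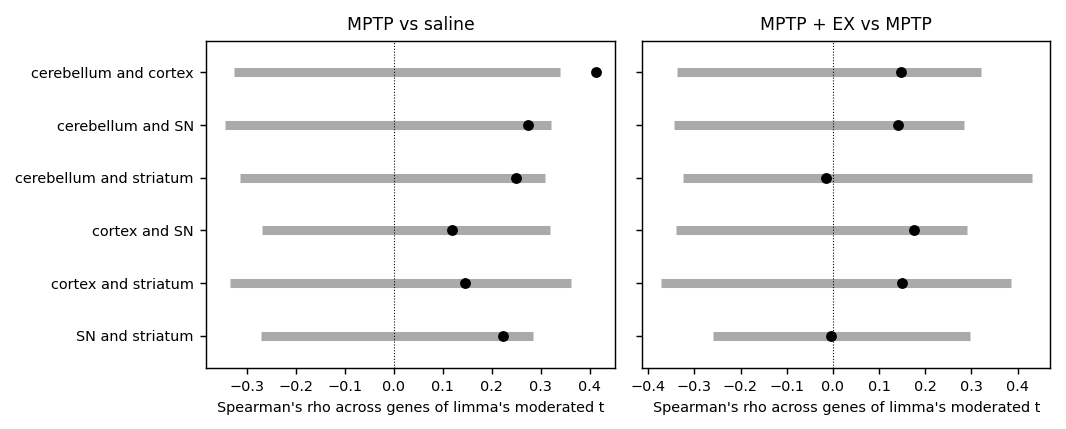
Spearman's rho across genes of the moderated t between pairs of regions, for MPTP vs saline and for MPTP + EX vs MPTP. Points are the observed values and bars the range over 100 regroupings of the libraries within each region. These take the regions as independent, although the same mice gave them, and only the cerebellum and cortex exceed the bars with MPTP.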

Overlapping patterns were found across the cerebellum region. 

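Genes of oxidative phosphorylation, which make ATP in mitochondria, were higher on average in the cerebellum with MPTP, 37 of 43 of them. Their median log2 fold change was 0.08 (camera adjusted p = 2.19e-05, and adjusted p = 0.724 with an estimated correlation), and 16 were higher at an unadjusted p under 0.05 with none past adjustment, over all genes or over the list alone. Heat shock genes and other folding helpers were higher in 13 of 15 cases (median 0.16, camera adjusted p = 0.000864, and adjusted p = 0.777 with an estimated correlation). Grm4, a glutamate receptor on the axons of granule cells, was 105.6 ± 8.57 FPKM with MPTP and 141 ± 5.59 (SD, n = 4 mice) with saline (adjusted p = 0.165 from limma). Fmo2, an enzyme that oxidizes foreign compounds, was 2.42 against 0.862 FPKM (adjusted p = 0.165). No gene of the cerebellum passed the adjusted threshold in limma, and 1538 lay at an unadjusted p under 0.05, where chance gives 647. Without mouse E26 or E27, 1 gene passed.
The cerebellum's changes with MPTP ran with those of the cortex. Spearman's rho across 12364 genes was 0.413 (permutation p = 0.0099, the smallest that 100 regroupings allow, adjusted p = 0.119). With the mice regrouped jointly in both regions, a choice made after the data were seen, p was 0.0198. With the SN, rho was 0.275 across 12605 genes (permutation p = 0.0396, adjusted p = 0.238).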

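After exercise, no gene of the SN or striatum passed the adjusted threshold in limma in the fits of 3 groups per region, and the genes named here are among those with the lowest p. In the SN, Shank2, a scaffold of excitatory synapses, was 10.6 ± 0.433 FPKM (SD, n = 4 mice) in MPTP + EX and 15.5 ± 1.89 in MPTP, a log2 fold change of -0.50 (standard error 0.0865, adjusted p = 0.261 from limma). Egr4, a transcription factor switched on by neuronal activity, was 1.74 ± 0.330 against 6.12 ± 2.11 FPKM, and Phf21b, a chromatin reader, 1.90 ± 0.153 against 3.42 ± 0.296 (adjusted p = 0.261 for both). In the striatum, Gdnf was 1.13 ± 0.165 FPKM in MPTP + EX, a log2 fold change of -0.49 (adjusted p = 0.55). Ano2, a chloride channel, was 4.30 ± 1.46 against 8.21 ± 0.630 FPKM, and Nfil3, a repressor of clock-controlled genes, 4.91 ± 0.934 against 3.12 ± 0.324 (adjusted p = 0.55 for both).
At an unadjusted p under 0.05 there were 984 in the SN, where chance gives 674, and 496 in the striatum, where it gives 662. In the fit over all 4 regions the counts were 685 and 5213, with 29 and 126 past adjustment, and in fits of 2 groups 1064 and 200, with 1 and 0. In the SN 639 genes (4.74%) had groups that do not overlap, and in the striatum 592 (4.47%), where chance gives 2.86%. The striatum library of mouse E29 lowered the median of all genes there to -0.11. Without mouse E26, E27, E28, M16 or M21 the striatum count was 827, 873, 1044, 231 and 249, and without mouse E29 it was 1348, with Dbp and Per2 past adjustment, both lower. Spearman's rho between the regions' responses to exercise was -0.005 (permutation p = 0.941, adjusted p = 0.95), and 0.131 without mouse E29 (permutation p = 0.317). RRHO had a maximum -log10 p of 16.3 for genes moving the same way and 8.3 for genes moving opposite ways.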

Our analysis revealed a coordinated up-and down-regulation of genes between the SN and striatum in MPTP + EX (Figure 2B). 

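Dbp and Per2, an output and a core repressor of the circadian clock, fell in the cerebellum after exercise. Dbp was 38.6 ± 5.12 FPKM (SD, n = 4 mice) in MPTP + EX and 58.8 ± 2.37 in MPTP (log2 fold change -0.60, standard error 0.0749, adjusted p = 0.0088 from limma), and Per2 was 12.3 ± 1.35 against 19.6 ± 1.42 FPKM (log2 fold change -0.63, adjusted p = 0.0088). Of 15 clock genes, 13 were lower on average, with 2 past adjustment over all genes and 7 when adjusted over the list alone, where 1 was higher. The list's median was -0.19 (camera adjusted p = 2.24e-12, and adjusted p = 0.0658 with an estimated correlation). Fabp7, a fatty acid carrier of glia, was 30.9 ± 6.58 against 17.3 ± 1.82 FPKM (adjusted p = 0.144). Granule neuron markers were higher on average in 12 of 14 cases (median 0.06, camera adjusted p = 0.011, and adjusted p = 0.724 with an estimated correlation). Dbp and Per2 were the only genes of the cerebellum past adjustment, and 748 lay at an unadjusted p under 0.05. Without mouse M21 no gene passed, without mouse E26 4 did, and without mouse M6 the unadjusted count was 1146.
Across the genes of the cerebellum and SN, rho was 0.141 for the response to exercise (permutation p = 0.347, adjusted p = 0.463). The maximum -log10 p of RRHO for genes moving the same way was 32.8, against 108 for MPTP vs saline.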

While the overlapping region between the cerebellum and SN was weaker in MPTP + EX (Figure 2B). Additionally, we detected minor overlap genes between MPTP and MPTP + EX transcriptional patterns in the cortex region, but stronger overlapping patterns in SN, especially in the striatum (Figure 2C). 

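In the striatum, markers of the choroid plexus, which secretes cerebrospinal fluid, had a median log2 fold change of -0.73 with MPTP, with 16 of 16 lower (camera adjusted p = 9.54e-08), and of 0.40 after exercise (camera adjusted p = 0.0155). Without mouse E29 the latter was 0.06 (camera adjusted p = 0.967). With an estimated correlation these had an adjusted p = 0.724 and 0.809. The difference with MPTP rested on part of the saline mice, whose mean log2 value of these markers (choroid plexus, hub genes left out) was 3.585 in S3 and 4.116 in S4 but 1.447 in S1 and 1.782 in S2, against 1.368 to 3.097 in the MPTP mice. Without mouse S4 it was not called (camera adjusted p = 0.0664). Medium spiny neuron markers had a median of -0.42 after exercise, with 21 of 23 lower (camera adjusted p = 2.53e-05, and adjusted p = 0.724 with an estimated correlation), and of -0.20 without mouse E29. In the cortex, markers of microglia, the brain's immune cells, were lower on average with MPTP in 20 of 20 cases (median -0.27, camera adjusted p = 2.2e-08) and higher after exercise in 17 of 20 (median 0.10, camera adjusted p = 0.000428). With an estimated correlation these had an adjusted p = 0.669 and 0.724. In the SN, oligodendrocyte markers were higher on average in both comparisons, with medians of 0.19 and 0.22.
Spearman's rho across genes between both comparisons of a region was -0.412 in the cortex, -0.273 in the SN, -0.408 in the striatum and -0.226 in the cerebellum. Both comparisons use the same MPTP libraries with opposite signs, which gives a negative rho without any change. In regroupings with unchanged groups, rho had a mean of -0.471 in the cortex, -0.492 in the SN, -0.486 in the striatum and -0.478 in the cerebellum. With different MPTP mice on each side, rho had a mean over 6 splits of -0.127, 0, -0.209 and 0.075. Without mouse E29, rho was -0.093 in the SN, -0.176 in the cortex and -0.426 in the striatum, and without mouse M16 it was -0.382 in the cerebellum.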

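Clock genes were higher with MPTP and lower after exercise in all 4 regions. In the cortex, Per2 was 13.8 ± 1.34 FPKM (SD, n = 4 mice) with saline, 18.4 ± 0.749 with MPTP and 14 ± 0.167 in MPTP + EX (adjusted p = 0.0629 and 0.307 from limma). In the SN it was 6.80 ± 0.709, 10.6 ± 1.65 and 7.39 ± 1.141 FPKM (adjusted p = 0.0625 and 0.421), and in the striatum 13.0 ± 0.989, 18.5 ± 1.01 and 9.79 ± 4.83 (adjusted p = 1 and 0.55). Without mouse E29 the last value was 12.2 ± 0.654 (n = 3 mice), and the log2 fold change after exercise went from -1.03 to -0.57 (adjusted p = 0.0248). The mean of the clock genes was higher in each MPTP mouse than in each saline mouse and lower in each MPTP + EX mouse than in each MPTP mouse in 8 of 8 pairs of region and comparison (exact permutation test, p = 0.0286 for each). These pairs are not independent, since they come from the same 12 mice and share the MPTP libraries. The times at which the mice were killed are not given in the sources used here. In the cortex, Cx3cr1, a microglial receptor, was 9.29 ± 1.09 FPKM with MPTP and 13.2 ± 0.409 with saline (adjusted p = 0.0629). Cldn5, which seals vessels of the brain, was 14.3 ± 1.72 against 25.5 ± 2.37 FPKM (adjusted p = 0.0679).
At an unadjusted p under 0.05 in both comparisons, 71 genes of the cerebellum and 95 of the cortex were higher with MPTP and lower after exercise, and 85 and 175 were lower with MPTP and higher after exercise. Since the MPTP libraries are shared, 100 regroupings gave medians of 44.5 and 49 genes for the former and 46.5 and 50 for the latter (permutation p = 0.287, 0.228, 0.218 and 0.099, and 0.485, 0.287, 0.386 and 0.0495 in regroupings with unchanged groups). In the cerebellum, the former count was 45 without mouse E27, 47 without mouse M23 and 138 without mouse M6, and the latter 146 without mouse M16. In the cortex, they were 206 and 263 without mouse E28, and the latter 106 without mouse E29.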

A comparison of DEGs in the MPTP vs. saline group and MPTP + EX vs. MPTP revealed overlapping across all 4 brain regions (Figure 2D). Moreover, the change directionality observed in the PD model and exercised PD model were different (Figure 2E). These analyses indicated that SN and striatum might have different responses to exercise in patients with PD.

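None of the dopaminergic genes that fell in the SN with MPTP passed adjustment after exercise. Th, the enzyme that limits dopamine synthesis, was 208.7 ± 65.7 FPKM (SD, n = 4 mice) with saline, 35.2 ± 4.05 with MPTP and 33.0 ± 11.7 in MPTP + EX. Its log2 fold change was -2.49 with MPTP (standard error 0.254, adjusted p = 0.000347 from limma) and -0.15 after exercise (adjusted p = 0.926). Slc6a3 was 27.97 ± 8.36 FPKM in MPTP + EX, Slc18a2 15.0 ± 2.27 and Ddc, the enzyme of the next step, 40.2 ± 7.17. Of the 21 dopaminergic genes, 13 were above and 8 below 0 after exercise, none past an unadjusted p under 0.05 (median 0.04, camera adjusted p = 0.939). With the score of neocortical markers as a covariate, chosen after the data were seen, their median was 0.31 (camera adjusted p = 0.0075, and adjusted p = 0.843 with an estimated correlation). This score was lower in each MPTP + EX mouse than in each MPTP mouse, so fits with it cannot separate it from exercise.
Both comparisons share the MPTP libraries with opposite signs, which by itself makes genes past an unadjusted p under 0.05 in both move opposite ways. In the cerebellum 6 genes were higher in both comparisons and 4 lower in both, in the cortex 5 and 2, and in the SN 9 and 15. The striatum had none of either kind.

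**Figure D2:**
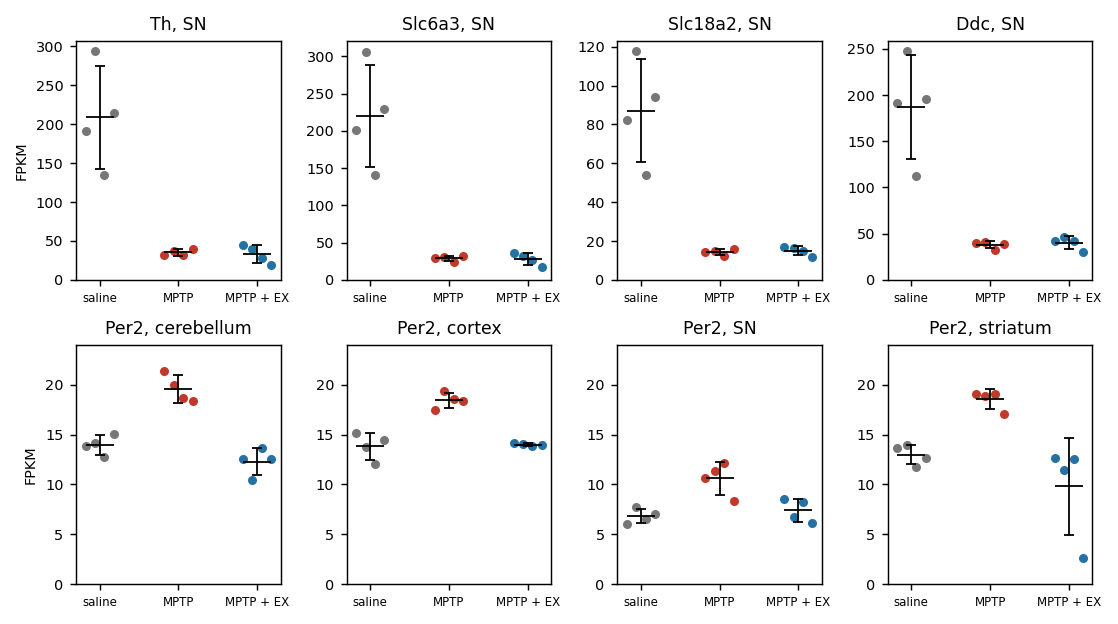
FPKM of Th, Slc6a3, Slc18a2 and Ddc in the SN and of Per2 in each region, one point per mouse with the mean and SD of 4 mice. The dopaminergic genes are low in MPTP and in MPTP + EX, and Per2 is highest in MPTP in each region.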

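Slc17a7, the vesicular glutamate transporter of forebrain neurons, had the third lowest p for a difference between the responses of the SN and striatum to exercise. Its log2 fold change was lower in the SN by 3.86 (standard error 0.915), while Phf21b differed by -0.68 (standard error 0.156) and Emx1, a transcription factor of the neocortex, by -2.90 (standard error 0.728). None of these passed adjustment. The response of neocortical and hippocampal markers was -0.94 in the SN and 0.39 in the striatum, a difference of -1.33 (permutation p = 0.0049 over 4900 regroupings within the regions, adjusted p = 0.0588 over 36 lists). For markers of GABAergic interneurons the difference was -0.83 (permutation p = 0.00204, adjusted p = 0.0588). These regroupings take the regions as independent, although the column names place both in the same 8 mice. Regrouping the mice alike in both regions gave a permutation p = 0.0286 for each, the smallest possible (adjusted p = 0.206). Synapse assembly genes differed by 0.08 (permutation p = 0.976) and activity-regulated genes by -0.41 (permutation p = 0.191). The mean response of the synapse assembly genes was -0.141 in the SN and -0.219 in the striatum. All these list differences include the striatum library of mouse E29, which shifted the synapse assembly genes there, and were not run without it.
The interaction of region and exercise was tested in 1 fit of the 24 SN and striatum libraries. Of 13481 genes, 717 lay at an unadjusted p under 0.05 and none passed adjustment in limma (lowest adjusted p = 0.579). In the fit over all 4 regions there were 2222, with 14 past adjustment, and in fits of 2 groups 409. Without the SN library of mouse M23 the count was 475, and without the striatum library of mouse E26, E27 or E28 it was 1296, 1509 and 1698. From the RRHO maps and the shared DEGs, the paper proposes that the SN and striatum respond differently to exercise.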

**FIGURE 2:**
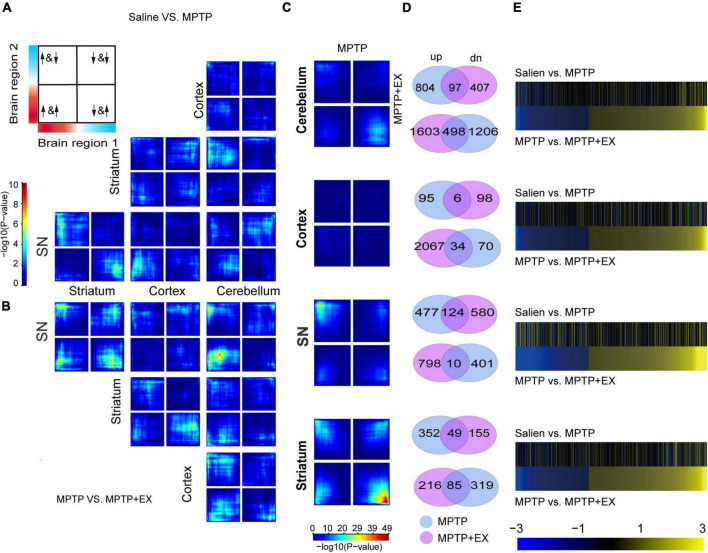
Inter-regional expression patterns reveals PD- and exercise-specific co-upregulation signatures. **(A,B)** RRHO maps comparing differential expression between 2 brain regions in PD mice [saline vs. MPTP, **(A)**] and exercised PD mice [MPTP vs. MPTP + EX, **(B)**]. The upper left in Panel A displays the overlap relationship across brain regions, and signals in the bottom left quarter show the genes overlap in common. The color bar spanning in Panel A represents *p*-values. **(C)** RRHO maps comparing differential expression between PD (saline vs. MPTP) and exercised PD mice (MPTP vs. MPTP + EX). **(D)** Venn diagrams display the overlap genes in MPTP and MPTP + EX in 4 brain regions. **(E)** Heat maps compare transcriptional changes [log(FC)] in PD to exercised PD mice across brain regions. For each brain region, the top pair of heat maps represents directionality of changes in PD mice for genes expressed in PD mice, while the bottom pair of heat maps represents directionality of changes for genes expressed in exercised PD mice.

### Remarkable Different Genes in SN and Striatum Regions Affected by Exercise for Parkinson’s Disease Mice

To further investigate the role of SN and striatum in PD and the exercise group for PD, genes with opposite expression patterns after modeling and locomotion were filtered. Genes selected in the SN are shown in Figure 3A. After exercise, 155 genes were down-regulated and 66 genes were up-regulated. 

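The genes of the SN that were higher with MPTP and lower after exercise held many clock genes. Bhlhe40, Cry1, Dbp, Gm129, Per1, Per2, Per3 and Tef were among them, 8 of 16 clock genes against 0.145 from the sizes of the lists (Fisher's exact test, adjusted p = 6.48e-11 over 150 tests). Gm129, a repressor of the clock, rose from 7.37 ± 0.726 FPKM (SD, n = 4 mice) with saline to 10.8 ± 1.37 with MPTP (adjusted p = 0.0309 from limma) and was 8.27 ± 0.5002 in MPTP + EX. Tef, a clock output, rose with MPTP by 0.31 on the log2 scale (adjusted p = 0.0368). Markers of neocortical and hippocampal excitatory neurons were also among them, namely Emx1, Itpka, Mef2c, Neurod2 and Tbr1 (adjusted p = 2.94e-05). So were the activity-regulated genes Arc, Egr4, Gadd45b and Per1 (adjusted p = 0.00186). Fisher's test takes genes as independent and the MPTP libraries are shared, so these p-values are lower bounds.
At an unadjusted p under 0.05, 122 genes were higher with MPTP and lower after exercise, and 71 were lower with MPTP and higher after exercise. Regroupings of the libraries gave medians of 47.5 and 45.5 (permutation p = 0.168 and 0.248, and 0.238 and 0.426 in regroupings with unchanged groups). Without mouse M23, S1 or S4 the former count was 78, 73 and 196. Of all 984 genes past that threshold after exercise, 46.6% were higher. With the neocortical score as a covariate 864 genes passed it, 60% of them higher, and without mouse E29 1335, 58.5% of them higher.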

Pathway analysis revealed several pathways enriched in PD model or exercised MPTP-induced PD model in SN. 

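In the SN, genes against oxidative stress and genes of apoptosis were on average near their MPTP level after exercise. Mt1, a metallothionein that binds metals and radicals, was 670.7 ± 117.7 FPKM (SD, n = 4 mice) in MPTP + EX and 828 ± 117.4 in MPTP (adjusted p = 0.714 from limma). Gpx3, a peroxidase, was 25.6 ± 2.16 against 21.3 ± 2.35 FPKM (adjusted p = 0.608). Bcl2, which protects cells from apoptosis, was 4.99 ± 0.283 against 4.16 ± 0.458 FPKM (adjusted p = 0.603), and Hrk, which promotes it, 1.497 ± 0.239 against 2.498 ± 0.656 (adjusted p = 0.646). Tradd, an adaptor of death receptors, was 7.06 ± 0.364 against 5.89 ± 0.566 FPKM (adjusted p = 0.487).
Of 40 genes of the oxidative stress response, 17 were above and 23 below 0 (median -0.01, camera adjusted p = 0.775), and 1 was higher at an unadjusted p under 0.05. Of 38 genes of apoptosis, 23 were above and 15 below 0 (median 0.02, camera adjusted p = 0.445), and 2 were higher and 1 lower at that threshold. Of 13 genes of inflammation, 9 were above 0 (median 0.07, camera adjusted p = 0.647). No member of these lists passed adjustment in limma, over all genes or over the list alone. None of the oxidative stress or apoptosis genes was among those higher with MPTP and lower after exercise, where the sizes of the lists gave 0.362 and 0.344. Gpx3 and Tradd were lower with MPTP and higher after exercise, where they gave 0.211 and 0.2. With so few to be found, these overlaps cannot decide the direction of either list.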

After exercise, the down-regulation of pathways were striking, including oxidative stress and apoptotic pathways. 

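Genes that build synapses were lower on average in the SN after exercise, 44 of 56 of them. Bsn, a scaffold of the presynaptic active zone, was 13.0 ± 1.39 FPKM (SD, n = 4 mice) in MPTP + EX and 19.6 ± 2.94 in MPTP, a log2 fold change of -0.55. Homer1, a postsynaptic scaffold, was 5.55 ± 0.195 against 9.27 ± 2.36 FPKM and Nptx1, which gathers glutamate receptors, 18.3 ± 4.79 against 34.1 ± 8.79. None passed adjustment over all genes in limma, 2 were lower when adjusted over the list alone, and 6 were lower and none higher at an unadjusted p under 0.05. The list's median was -0.09 (camera adjusted p = 3.01e-05, and adjusted p = 0.669 with an estimated correlation), and its mean did not separate the groups (exact permutation test, p = 0.114). Vesicle release genes had a median of -0.10 (camera adjusted p = 0.000776, and adjusted p = 0.724 with an estimated correlation).
Axon guidance genes went both ways, 24 above and 31 below 0 (median -0.02, camera adjusted p = 0.148, and adjusted p = 0.809 with an estimated correlation). Rtn4r, a receptor that halts axon growth, was 4.81 ± 0.614 against 8.66 ± 1.97 FPKM (adjusted p = 0.471), and Sema3f, a repellent, 8.56 ± 1.78 against 5.65 ± 0.618 (adjusted p = 0.486). Without mouse E29 or M21 the list was called lower, with camera adjusted p of 0.0491 and 0.00727, which were not tested with an estimated correlation. Glutamate receptors, on which memory rests, had a median of -0.12 (camera adjusted p = 0.0155, and adjusted p = 0.724 with an estimated correlation). The call was lost without mouse E26, E28 or M23 (camera adjusted p = 0.181, 0.107 and 0.135). Activity-regulated genes, which neurons switch on when they fire, were lower on average in 18 of 23 cases (median -0.25, camera adjusted p = 4.53e-07, and adjusted p = 0.596 with an estimated correlation), 4 of them when adjusted over the list alone.
Neurons of the neighbouring neocortex and hippocampus share these genes, and their markers were lower in the same libraries. Slc17a7 was 19.0 ± 9.76 FPKM in MPTP + EX and 92.3 ± 35.5 in MPTP (adjusted p = 0.4), and 17 of 19 such markers were lower on average (median -1.01, camera adjusted p = 5.13e-11, and adjusted p = 0.472 with an estimated correlation). Oligodendrocyte markers were higher on average in 18 of 18 cases (camera adjusted p = 3.54e-07, and adjusted p = 0.724 with an estimated correlation). With the neocortical score as a covariate, the synapse assembly genes had a median of -0.08 (camera adjusted p = 0.00449, but adjusted p = 0.843 with an estimated correlation), the glutamate receptors 0.04 and the activity-regulated genes -0.07. Since the score itself separated the MPTP + EX from the MPTP mice, this fit cannot tell its share from that of exercise.

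**Figure D3:**
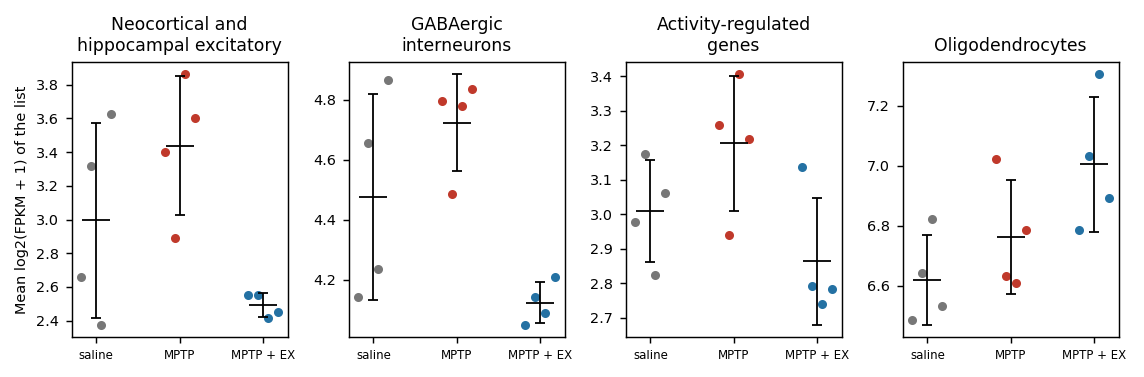
Mean log2(FPKM + 1) of the genes of 4 lists in the SN, one point per mouse with the mean and SD of 4 mice. The neocortical and hippocampal markers and the GABAergic interneuron markers are lower in each MPTP + EX mouse than in each MPTP mouse, and the axes do not start at 0.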

Meanwhile, we saw the up-regulation of memory, axon guidance, and synapse assembly pathways (Figure 3B). Furthermore, transcription factor analysis revealed that Pax6, Dbx2, Pou3f2, Zkscan6, Vsx1 were the top 5 remarkable transcription factors in SN. 

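Pou3f2, a transcription factor of developing neurons, fell in the SN with MPTP. It was 11.6 ± 1.76 FPKM (SD, n = 4 mice) with saline, 6.77 ± 0.421 with MPTP and 8.01 ± 1.142 in MPTP + EX, with log2 fold changes of -0.69 with MPTP (standard error 0.109, adjusted p = 0.0103 from limma) and 0.21 after exercise (adjusted p = 0.726). Pax6, which patterns the forebrain, was 3.59 ± 1.01, 6.60 ± 2.33 and 5.18 ± 2.38 FPKM (adjusted p = 0.39 and 0.86). Dbx2 and Zkscan6 were 9.97 ± 1.78 and 3.85 ± 0.158 FPKM in MPTP + EX and 10.5 ± 1.45 and 3.71 ± 0.673 in MPTP (adjusted p = 0.929 and 0.938). Vsx1, a factor of the retina, lay under the filter at 0.494 ± 0.618 FPKM in MPTP + EX and 0.202 ± 0.129 in MPTP (exact permutation test, p = 0.514). These values are RNA levels of the factors and not the activity inferred from their targets.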

Their downstream genes were growth, development, and inflammation-related genes like Neurod2, Rtn4rl2, and Cd5, etc., (Figure 3C and Supplementary Table 2). 

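Neurod2, a transcription factor of excitatory forebrain neurons, was 3.59 ± 1.84 FPKM (SD, n = 4 mice) in the SN in MPTP + EX and 12.3 ± 2.68 in MPTP (log2 fold change -1.60, standard error 0.46, adjusted p = 0.459 from limma). Rtn4rl2, a receptor that restrains axon growth, was 1.18 ± 0.310 against 7.17 ± 3.98 FPKM (log2 fold change -1.71, adjusted p = 0.544). Each MPTP + EX mouse lay under each MPTP mouse for both genes (exact permutation test, p = 0.0286). With saline they were 6.91 ± 5.43 and 5.98 ± 5.22 FPKM. Cd5, a receptor of T cells, was close to 0, at 0.0248 FPKM in MPTP + EX and 0.00825 in MPTP (exact permutation test, p = 0.714). In the striatum, where the Abstract also names them as upregulated, Neurod2 and Rtn4rl2 were higher on average after exercise. The SN response minus that of the striatum was -2.904 for Neurod2 and -3.225 for Rtn4rl2 (adjusted p = 0.579 for both from limma). Without mouse E29 the striatal log2 fold change of Neurod2 was 1.123 (n = 3 MPTP + EX mice, adjusted p = 0.576 from limma).
Of the 106 genes of Supplementary Table 2, 36 passed the filter in the SN. After exercise 34 of these were lower on average, with a median of -1.22, and none passed adjustment over all genes, while 28 were lower and 1 higher at an unadjusted p under 0.05. Adjusted over the list alone, 26 were lower and 1 higher (the study chose this list on these samples, so it is not independent evidence of the direction). With MPTP their median was 0.46. With the neocortical score as a covariate the median after exercise was 0.09. A value nearer 0 is partly built in, since Emx1, Itpka, Neurod2 and Tbr1 are on both lists. The score was also lower in each MPTP + EX mouse than in each MPTP mouse, so this fit cannot separate it from exercise.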

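Gdnf and the clock genes Gm129 and Per1 were among the few genes of the striatum that were higher with MPTP and lower after exercise. Gm129 was 12.1 ± 0.762 FPKM (SD, n = 4 mice) with saline, 18.2 ± 1.61 with MPTP and 11.2 ± 2.87 in MPTP + EX (adjusted p = 1 and 0.55 from limma). Of 16 clock genes, 2 were in this group of 17 genes. Among 27 genes that were lower with MPTP and higher after exercise were Cbln2, which bridges synapses, Cnih3, an auxiliary subunit of AMPA receptors, and Socs3, which restrains cytokine signals.
Both counts are at an unadjusted p under 0.05 in both comparisons, and regroupings of the libraries gave medians of 8 and 7 (permutation p = 0.267 and 0.198, and 0.297 and 0.267 in regroupings with unchanged groups). They depended on the library of mouse E29, without which they were 181 and 167 (permutation p = 0.0396 and 0.0891, with medians of 44 and 53.5). In regroupings with unchanged groups the medians were then 54 and 62 and neither count stood out (permutation p = 0.139 and 0.178). Leaving out any other mouse gave 10 to 66 genes, with the former count at 10 without mouse M16 and at 11 without mouse M21 or S2. The latter was 16 without mouse E26 or M16, 11 without mouse M21, S1 or S3, 10 without mouse S2, 44 without mouse E28, 45 without mouse M6 and 66 without mouse S4.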

In the striatum, 49 genes were down-regulated and 185 genes were up-regulated after exercise (Figure 3D). More pathways were enriched in up-regulated pattern after exercise. 

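Genes for assembling synapses went both ways in the striatum after exercise. Cbln2, which bridges the synaptic cleft, was 2.54 ± 0.276 FPKM (SD, n = 4 mice) in MPTP + EX and 1.17 ± 0.542 in MPTP (log2 fold change 0.73), while Lrrtm4, a postsynaptic adhesion protein, was 5.18 ± 2.37 against 8.10 ± 0.305 FPKM (log2 fold change -0.66, and -0.34 without mouse E29). Of the transmitter carriers, Slc17a7 was 190.1 ± 96.6 against 75.4 ± 57.3 FPKM and Slc32a1, which loads GABA into vesicles, 119.5 ± 23.3 against 147 ± 11.6. Of the genes of neurogenesis, Stmn1, a regulator of microtubules in young neurons, was 400.0 ± 208 against 224 ± 39.0 FPKM and Dlx5, a factor of GABAergic precursors, 9.75 ± 3.16 against 13.9 ± 0.911. All 6 had an adjusted p of 0.55 from limma. Without mouse E29 the log2 fold change went from -0.32 to -0.21 for Slc32a1, from 0.73 to 0.41 for Stmn1 and from -0.51 to -0.33 for Dlx5.
Of 54 synapse assembly genes, 15 were above and 39 below 0 (median -0.27, camera adjusted p = 0.338). Vesicle release genes had a median of -0.05 (camera adjusted p = 0.468), transmitter transport genes -0.23 (camera adjusted p = 0.567) and neurogenesis genes -0.28 (camera adjusted p = 0.951). At an unadjusted p under 0.05, 1 synapse assembly gene was higher and 1 lower. No member of these lists passed adjustment, over all genes or over the list alone. The library of mouse E29, with 621093 as its FPKM sum against 364578 to 377781 in the other 11, shifted these lists. Without it the medians were 0.04 (camera adjusted p = 0.452), 0.08 (0.0542), -0.06 (0.49) and 0.05 (0.727).
Other lists depended on that library to different degrees. Ribosomal protein genes were higher on average in 30 of 30 cases (median 0.47, camera adjusted p = 1.01e-09, and adjusted p = 0.724 with an estimated correlation), and without mouse E29 their median was 0.04 (camera adjusted p = 0.56, and adjusted p = 0.991 with an estimated correlation). Genes of oxidative phosphorylation had medians of 0.40 with it and 0.03 without (camera adjusted p = 2.61e-09 and 0.125, and adjusted p = 0.724 and 0.98 with an estimated correlation). Clock genes were lower on average with it and without it, with medians of -0.46 and -0.27 (camera adjusted p = 0.000105 and 1.42e-08). With an estimated correlation the clock genes had an adjusted p = 0.677 and 0.225.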

The enriched pathways were found to be related to neurogenesis, synaptogenesis, and transmitter transport like connective tissue development, head development, neuronal system regulation of neuron differentiation synapse organization, neurotransmitter receptor transport to the postsynaptic membrane (Figure 3E). Further analysis revealed that Ep300, Tmem33, T, Zfp280d, and Elk1 were the top 5 remarkable transcription factor binding sites in the striatum. 

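Ep300, which acetylates histones at enhancers, was 10.2 ± 0.392 FPKM (SD, n = 4 mice) in the striatum with saline, 11.3 ± 0.447 with MPTP and 7.74 ± 3.86 in MPTP + EX (adjusted p = 0.55 from limma after exercise). Elk1, a target of MAP kinases that binds the promoters of activity-regulated genes, was 17.2 ± 5.13 FPKM in MPTP + EX and 20.1 ± 0.804 in MPTP (adjusted p = 0.55). Zfp280d, a zinc finger protein, was 7.18 ± 4.22 against 9.81 ± 0.628 FPKM and Tmem33, a membrane protein of the endoplasmic reticulum, 14.7 ± 6.02 against 16.2 ± 1.32 (adjusted p = 0.55 and 0.603). The gene T, a factor of the early mesoderm, lay under the filter at 0.00996 ± 0.0199 FPKM against 0.124 ± 0.0518 (exact permutation test, p = 0.0286). These values depend on the library of mouse E29. Without it the log2 fold change after exercise went from -0.67 to -0.20 for Ep300, from -0.26 to -0.03 for Elk1, from -0.65 to -0.09 for Zfp280d and from -0.24 to 0.12 for Tmem33.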

Their downstream genes focus on development-related genes like Bmp5, Nr4a2, and Ntn5, etc., (Figure 3F and Supplementary Table 3). These results indicated that the microenvironment of DA neurons in SN might be improved, and synaptogenesis was promoted in the striatum after exercise in the PD model.

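Nr4a2, a transcription factor that dopaminergic neurons need, was 12.9 ± 8.05 FPKM (SD, n = 4 mice) in the striatum with saline, 3.79 ± 4.34 with MPTP and 10.0 ± 8.77 in MPTP + EX (log2 fold change after exercise 1.10, standard error 0.903, adjusted p = 0.55 from limma, and 1.75 with an adjusted p = 0.487 without mouse E29). With all mice an exact permutation test gave p = 0.286. In the same striatum libraries, markers of neocortical and hippocampal neurons had a mean response to exercise of 0.392. Whether Nr4a2 moved with them was not tested. In the SN Nr4a2 fell from 15.5 ± 5.79 to 5.64 ± 1.21 FPKM with MPTP (adjusted p = 0.0363). Ntn5, a guidance cue of the netrin family, was 2.80 ± 2.39 FPKM in MPTP + EX and 0.514 ± 0.447 in MPTP (log2 fold change 1.13, adjusted p = 0.55), and 1.84 FPKM in MPTP + EX without mouse E29 (log2 fold change 0.78). Bmp5, a growth factor, lay under the filter at 0.108 ± 0.0377 FPKM in MPTP + EX, lower than 0.305 ± 0.0848 in MPTP (exact permutation test, p = 0.0286).
Of the 100 genes of Supplementary Table 3, 10 passed the filter in the striatum. Their median was -0.60 with MPTP, with 10 of 10 lower, and 0.63 after exercise, with 8 of 10 higher (exact permutation test of their mean, p = 0.0857). None passed adjustment over all genes or over the list alone, and 2 were higher and 1 lower at an unadjusted p under 0.05. Wnt10a, a secreted growth signal, was 2.33 ± 1.58 against 0.550 ± 0.236 FPKM (log2 fold change 1.01), and 1.55 in MPTP + EX without mouse E29 (log2 fold change 0.72). The study chose this list on these samples, so its direction is not independent evidence. Without mouse E29, 9 passed the filter, with a median of 0.81 after exercise (exact permutation test, p = 0.0857).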

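Bdnf, a growth factor of neurons, was 3.18 ± 0.366 FPKM (SD, n = 4 mice) in the SN in MPTP + EX and 3.96 ± 0.568 in MPTP (log2 fold change -0.24, adjusted p = 0.745 from limma). Neurotrophic factors and their receptors had a median of 0.02 in the SN (camera adjusted p = 0.724), and 1 was higher at an unadjusted p under 0.05. Markers of microglia were lower on average in 18 of 20 cases (median -0.09, camera adjusted p = 0.12), and those of astrocytes in 12 of 17 (median -0.06, camera adjusted p = 0.256). Markers of the meninges were higher on average in 17 of 17 cases (median 0.61, camera adjusted p = 0.000466, and adjusted p = 0.809 with an estimated correlation). No member of these lists passed adjustment over all genes. From the pathways of the genes that moved opposite ways, the paper proposes that the surroundings of dopaminergic neurons improved in the SN and that synaptogenesis was promoted in the striatum.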

**FIGURE 3:**
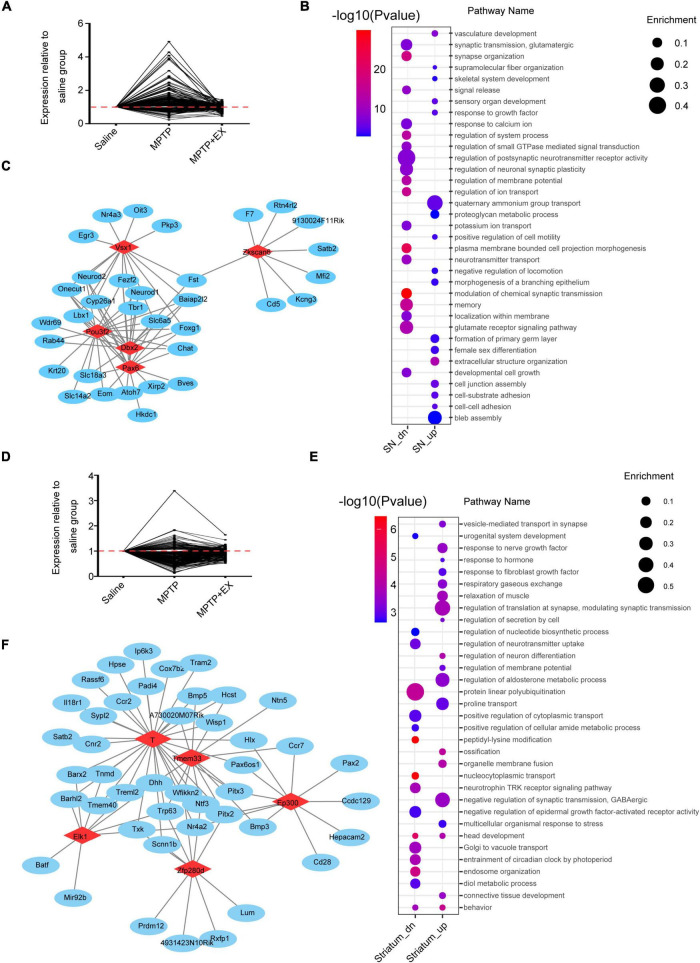
Remarkably different genes among the individual region. **(A)** Genes upregulated in the MPTP group (MPTP vs. saline) and downregulated in the MPTP + EX group (MPTP + EX vs. MPTP) in SN (FPKM > 1, *P* < 0.05). **(B)** Representative pathways enriched in SN (Enrichment: the ratio of observed gene numbers to expected gene numbers). **(C)** Transcription factor analysis in SN. Red nodes resemble transcriptional factors (TFs) and blue nodes are corresponding promoters, demonstrating a transcriptional regulation between TFs and genes. **(D)** Genes upregulated in the MPTP group (MPTP vs. saline) and downregulated in the MPTP + EX group (MPTP + EX vs. MPTP) in striatum (FPKM > 1, *P* < 0.05). **(E)** Representative pathways enriched in striatum. **(F)** Transcription factor analysis in striatum. Red nodes resemble TFs and blue nodes are corresponding promoters, demonstrating a transcriptional regulation between TFs and genes.

### WGCNA Identify Specific Transcriptional Signatures Associated With Exercise Rehabilitation in Parkinson’s Disease Model

To further investigate transcriptional signatures in SN and striatum and gain more insights into the molecular mechanisms involved in PD’s exercise, we conducted WGCNA to detect gene co-expression network modules of saline, MPTP and MPTP + EX groups from multi-brain-region which combined SN and striatum. Our analysis identified gene co-expression modules, each name labeled by random color. 

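The 10 hub genes of each module named in Fig. 4 were summarised by their first principal component over the 24 SN and striatum libraries, since the full modules are not listed in the sources used here. The component held 88% of the variance for the black and 87.5% for the red module. In the SN, the black component was 0.06 ± 0.14 (SD, n = 4 mice) in MPTP + EX, 0.24 ± 0.43 in MPTP and -0.01 ± 0.09 with saline. MPTP + EX did not differ from MPTP (exact permutation test, p = 0.543) or from saline (exact permutation test, p = 0.486). In the striatum, the red component was 0.10 ± 0.25 in MPTP + EX, 0 ± 0.16 in MPTP and 0.21 ± 0.34 with saline (exact permutation test, p = 0.686 and 0.571).
Membership of the SN MPTP + EX group had a Pearson's r of 0.129 with the black component (exact permutation p = 0.576, adjusted p = 0.691 over 12 relations) and a Spearman's rho of 0.355 (permutation p = 0.0977). Without mice M21 and M23 in the SN, the libraries farthest from the median, left out after the data were seen, r was 0.586. Membership of the striatum MPTP + EX group had an r of 0.213 with the red component (exact permutation p = 0.379, adjusted p = 0.568) and a rho of 0.162 (permutation p = 0.476), and r was 0.47 without saline mice S3 and S4 in the striatum, left out in the same way. Neither relation passed with all libraries. Leaving out 1 library, r was 0.017 (without mouse E27 in the SN) to 0.332 (without mouse M21 in the SN) for black and 0.032 (without mouse E29 in the striatum) to 0.322 (without mouse S4 in the striatum) for red. The r of the black component with the SN MPTP group was 0.531 (exact permutation p = 0.0195, adjusted p = 0.12), and that of the red component with the striatum saline group 0.466 (exact permutation p = 0.02, adjusted p = 0.12). Without mice M21 and M23 in the SN the former was -0.152, and without mice S3 and S4 in the striatum the latter was -0.059.

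**Figure D4:**
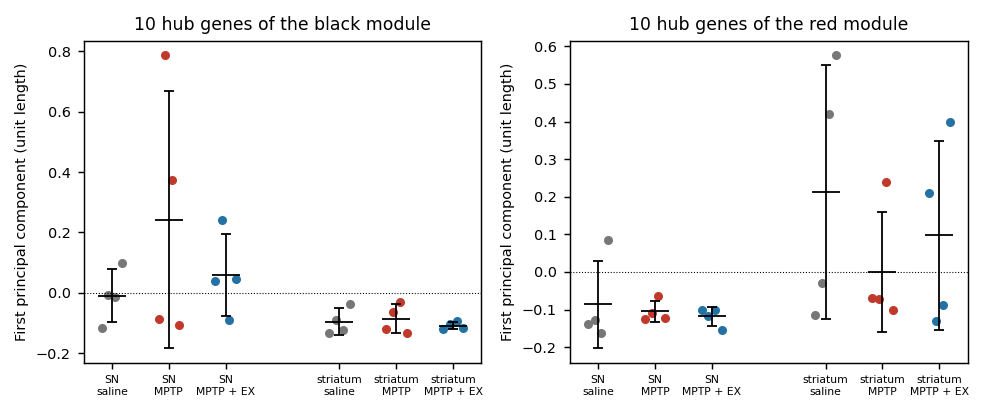
First principal component of the 10 hub genes of the black and of the red module in each SN and striatum library, with the mean and SD of 4 mice per group. The highest values are those of mouse M21 in the SN at 0.787 for black and of mouse S4 in the striatum at 0.576 for red.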

As shown in Figure 4A, our analysis showed that the black module was positively correlated with exercise rehabilitation in SN, and MEred showed a positive correlation with exercise rehabilitation in the striatum (Figure 4A). Furthermore, our hub gene analysis exhibited the top 10 hub genes in the black model comprised of Fat, Skor2, Ltbp2, Crtam, Nrep, Lltifb, Krt25, Mybpc3, Pkp3, and Slc5a1. Most of these hub genes in this module encode cell adhesion and cell proliferation factors (Figure 4B). 

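Fat2, a cadherin of cerebellar granule cells, printed as Fat in the text and Fat2 in Fig. 4, was 11.5 FPKM in the SN of MPTP mouse M21 and had a mean of 1.96 ± 3.20 (SD, n = 12 mice) over the SN libraries. Its mean was 0.723 FPKM with saline, 3.97 ± 5.27 with MPTP and 1.19 ± 1.08 in MPTP + EX (adjusted p = 0.876 from limma after exercise). Nrep, a regulator of neurite growth, was 26.7 ± 3.26, 42.7 ± 25.3 and 31.5 ± 6.97 FPKM (adjusted p = 0.892) and 76.5 in mouse M21. In the SN, 10 of 10 black hub genes were highest in this mouse, and 4 of 10 had a mean above 1 FPKM.
Of the 10 other genes closest to the black component, 5 are on the marker lists of Purkinje cells or granule neurons of the cerebellum. Ppp1r17 and Car8, made by Purkinje cells, correlated with it at 0.919 and 0.865 across the libraries, and Cbln3 and Gabra6, made by granule cells, at 0.918 and 0.879. In mouse M21 Gabra6 was 37.1 FPKM and Cbln3 54.5.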

The Fat gene-encoded protein most likely functions, such as cell adhesion molecule, controlling cell proliferation, and playing an essential role in cerebellum development. 

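Folr1, a folate receptor, and Kl, an anti-ageing hormone printed as K1 in the text, are made by the choroid plexus. In the striatum Folr1 was 8.05 ± 8.88 FPKM (SD, n = 4 mice) with saline, 2.60 ± 3.28 with MPTP and 27.9 ± 49.8 in MPTP + EX, where mouse E29 had 102 and the mean without it was 3.03. Kl was 9.57 ± 9.87, 3.52 ± 3.49 and 3.88 ± 2.72 FPKM (adjusted p = 0.877 from limma after exercise). Aqp1, a water channel that helps to secrete cerebrospinal fluid, was 2.09 ± 2.59 FPKM in MPTP + EX, 0.939 without mouse E29, and 0.710 in MPTP. Olfr1507, an odorant receptor, was 0 in the SN libraries. In the striatum 8 of 10 red hub genes had a mean above 1 FPKM, and in the SN 1 of 10.
Of the 10 other genes closest to the red component, 5 are on the list of choroid plexus markers, from which the hub genes had been left out. These are Cldn2, Steap1, Sostdc1, 1500015O10Rik and Ttr, with correlations of up to 0.965. Ttr, which carries thyroid hormone in cerebrospinal fluid, was 8416 FPKM in mouse E29 and had a median of 43.2.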

The top 10 highly connected hub genes for the red model included K1, F5, Aqp1, Folr1, Tmprss11a, Krt8, Kcne2, Olfr1507 Slc4a5, and Wdr86, which were associated with synaptic vesicle transport (Figure 4C). These analyses further indicated improved synaptogenesis in the striatum after exercise in the PD model, which is deeply associated with behavior improvement.

**FIGURE 4:**
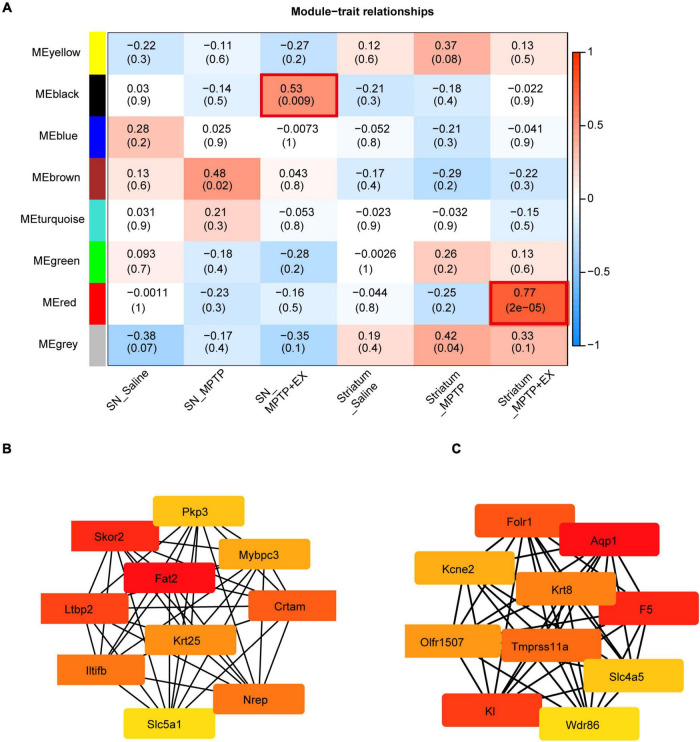
Identification of modules associated with the exercise treatment for PD mice in SN and striatum. **(A)** Heatmap of the correlation between the module eigen genes and exercise treatment of PD. We selected the MEblack-grade block and MEred-grade block for subsequent analysis according to the *p*-value and Pearson’s coefficient. **(B,C)** Hub genes analysis in the MEblack-grade block and MEred-grade block (ME: Module Eigen genes).

### Exercise Increased TH^+^ Fibers and Synapses Obviously in the Striatal Region but Failed to Increase DA Neurons in the SN of Parkinson’s Disease Model

The previous results demonstrated an improvement in locomotor performance after exercise intervention in the PD model. Our results showed up-regulation of synapse-related genes and pathways in the striatal region after the motor intervention and an improvement in the microenvironment in SN. These suggested an improved state of DA neurons and increased number of related synapses. To further test our hypothesis, we performed TH staining in four brain regions. As seen in Figures 5A,B, immunofluorescence processing of SN sections showed a 70% decrease of TH positive neurons after MPTP administration in sedentary and exercise animals compared to the saline group (*P* < 0.001). Results of immunofluorescence also showed that while there was a hint of recovery of TH^+^ cells in the SN after exercise, it was not statistically significant (Figure 5B). Fluorescence intensity in striatal areas showed an enhancement after the exercise intervention, but no corresponding change was detected in the motor cortex or cerebellum (Figure 5A). To further test our hypothesis that the increased fluorescence intensity in the striatal region resulted from the improved synaptic condition of DA nerve fibers, we performed TH^+^ fiber (green) and synaptic marker staining in the dorsolateral striatal. The staining and statistical results showed that the synapses recovered to half of the control group after the exercise intervention (Figures 5C,D).

**FIGURE 5:**
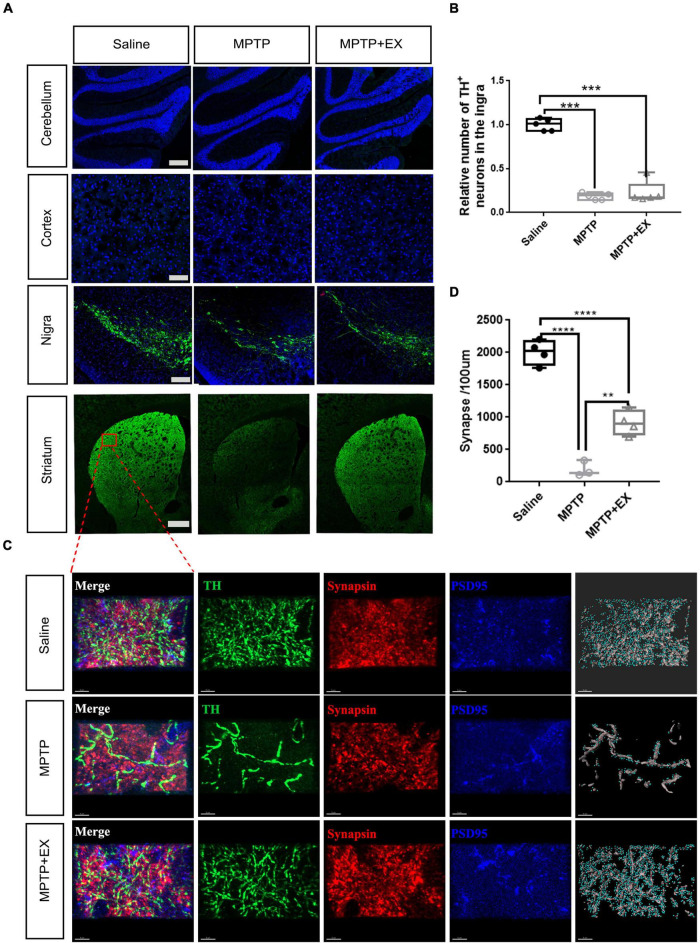
Immunohistochemical staining experiments validate synaptogenesis involved in exercise-induced PD recovery. **(A)** TH^+^ staining in the cerebellum (scale bar, 200 μm), cortex (scale bar, 200 μm), SN (scale bar, 200 μm), and striatum (scale bar, 500 μm). **(B)** Relative number of TH^+^ cells in the SN for Saline, MPTP, and MPTP + EX groups (*n* = 5 per group). **(C)** Immunohistochemical staining of TH^+^ fibers (green) stained with synaptic markers in striatum (scale bar, 5 μm). Presynaptic terminals and postsynaptic structures were stained by synapsin (Syn, red) and postsynaptic density protein 95 (PSD95, blue), respectively. Synapses were identified by the close proximity of pre- and postsynaptic elements (< 1 μm). A 3D construction of PSD-95 and presynaptic synapsin was performed with “create spots” algorithm in Imaris (scale bar, 5 μm). **(D)** Quantitation of synapses in the striatum for saline, MPTP, and MPTP + EX groups (*n* = 3–5 per group). Data are mean ± s.e.m. Statistical analysis was performed using one-way ANOVA followed by Tukey’s *post hoc* test; **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Discussion

In this study, molecular network models were developed to extend the understanding of transcriptional mechanisms of exercise for PD. The whole transcriptome in 4 inter-connected brain regions related to PD and locomotor activity was detected by performing a co-expression network analysis. Initial results suggested the crucial role of SN and striatum in exercise for PD mice, rather than cortex and cerebellum. Pathways analysis reveals up-regulation in synapse-related pathways in SN and up-regulation of synaptogenesis in the striatum, which was further confirmed by immunofluorescence in striatum.

Previous clinical and animal studies of mechanisms in PD and exercised PD mice have focused on individual candidate genes, or one single brain region in isolation. For example, MRI observed that the caudate nucleus and putamen in the striatum were significantly atrophic and PD (Barbagallo et al., 2016). Impaired higher cortical function was found in patients with PD and FMRI showed enhanced connectivity in the M1 region of the motor cortex after an 8-week exercise treatment in patients (Messa et al., 2019). Moreover, decreased dopamine receptors D1 and D3 in the cerebellum was found in patients with PD (Yang et al., 2021). RRHO and WGCNA have been previously applied to generate insight into other diseases. Although those observations disclosed some key molecules involved in the PD pathophysiology, they did not exhibit enough evidence in circuitry dysfunction, which was also considered a critical characteristic for subjects with PD (Petersson et al., 2019, 2020). Here, we successfully identify novel transcriptional networks associated with exercised PD mice by RRHO and WGCNA. We found a similarity of transcriptional regulation between SN and striatum in PD with the exercise group. The interaction between those two brain regions probably arose from the nigrostriatal pathway, in which the loss of dopaminergic neurons was considered as the hallmark of PD. For example, acute α-synuclein preformed fibrils (PFFs) spreading along nigrostriatal path impaired neurotransmission and microglial reactivity in adult mice (Sun et al., 2022). Lahiri and Bevan presented direct evidence that stimulating nigrostriatal dopamine axons persistently enhances the intrinsic excitability of direct pathway striatal neurons (Lahiri and Bevan, 2020). Moreover, several studies implied that physical exercises reduce motor deficits in Parkinson’s disease through rescuing lesions in nigrostriatal dopamine (DA) system (Toy et al., 2014; Hou et al., 2017; Shi et al., 2017). Our results are consistent with those observations, which suggest a fundamental role of nigrostriatal pathway in regulating motor symptoms in PD.

Results from pathway analysis showed that, in the SN, exercise suppress oxidative stress and apoptotic pathways, whereas it upregulates memory, axon guidance, and synapse assembly pathways, which promote neuronal growth, development, and inhibit inflammation (Hirsch and Hunot, 2009). In the striatum, neurotrophic factor response pathways, neurogenesis, synaptogenesis, and transmitter transport-related pathway were up-regulated after exercise. The enrichment of those molecules would improve the microenvironment of the SN and facilitate the synapse formation in the striatum, according to previously published literature (Petzinger et al., 2013; Mak et al., 2017). WGCNA analysis further conformed to the association between exercised phenotype and pathways, and further screened for critical modules and hub genes. Some of hub genes shown in Figures 4B,C have been reported in previous studies of PD: Krt25 is implicated in motor coordination (Zhang et al., 2018); Aqp1, encoding astrocytic water channel proteins aquaporin 1 (AQP1) might profoundly affect α-syn deposition in the neocortex of patients with PD (Hoshi et al., 2017); FolR1 is selectively expressed in the surface of midbrain DA progenitors and its level may represent the condition of TH positive neurons (Gennet et al., 2016). Comprehensively considering their functions, we proposed that the hub genes manipulate behavioral susceptibility by driving synaptogenesis, neuronal network formation, and improving microenvironment in the nigrostriatal system after exercise. From the results, we suspected that the generation of compensatory neuron adaptations is most likely to occur by exercise for PD mice.

In immunofluorescence assay, we found exercise restored the synaptic density in the striatum of MPTP-treated animals, although the loss of TH positive neurons was not affected (Figure 5). This observation not only validated the key molecular pathways obtained from WGCNA, but also demonstrated a reconstruction of neural circuits in striatum during the physical exercise. Recent studies have identified axonal dysfunction in the SN as a typical feature for PD (Sanchez-Catasus et al., 2021; Wang et al., 2022). The synapse regeneration in striatum after exercise in the present study also represents the recovery of nigrostriatal pathway. Nevertheless, the underlying mechanism of reconstructing nigrostriatal neural circuits after exercise has not been known yet. Although inhibition of SN microglia activation has been proposed to play a role (Wang et al., 2022), further investigations are still needed to achieve comprehensive conclusions and to develop effective anti-PD strategy.

In the present study, mice were treated with high-intensity aerobic training; thus the outcome of exercise intervention in patients with PD may also be deeply associated with practice intensity. In addition, changes in those four brain regions would not cover all exercise-induced effects for PD. Other regions, such as pedunculopontine nucleus (PPN), controlling the gait initiation, modulation, and other stereotyped movements might be also involved. Previous animal studies have shown the degeneration of PPN neurons may trigger the impairment of locomotor and postural disturbances in PD (Gai et al., 1991; Masini and Kiehn, 2022), and “bursting” glutamatergic PPNd neurons are related to the initiation of programmed movements while non-bursting cholinergic PPNc neurons are related to the maintenance of steady-state locomotion (French and Muthusamy, 2018). As gait performance and mobility of PD patients can be improved after physical training (Mak et al., 2017). Therefore, PPN may act as another target region of the brain for exercise-induced rehabilitation in PD, and studies upon molecular mechanisms in PPN are promising. Last but not least, cell-type-specific alterations in transcriptome profile should also play a role in PD progress or rehabilitation (Smajiæ et al., 2021), but those were not investigated in this research. Further studies utilizing single cell RNA sequencing in brains can be performed to further elucidate the mechanism in PD rehabilitation after physical exercise.

## Conclusion

This study provides a powerful example of four brain regions in PD and exercised PD mice by integrating large-scale transcriptomic data. We provided evidence that exercise contributes to the recovery of motor deficits in PD, probably *via* modulating connections between the SN and striatum. Pathways in neurogenesis, synaptogenesis, transmitter transport, axon guidance, and synapse assembly are critical for exercise-induced benefits.

## Data Availability Statement

The datasets generated for this study can be found in Gene Expression Omnibus (GEO), GSE205907.

## Ethics Statement

The animal study was reviewed and approved by Tongji Hospital, School of Medicine, Tongji University, Shanghai, China.

## Author Contributions

WT and HY made the PD mouse model. WT, YH, and QG trained the mice. WT and KZ analyzed the RNA-sequence data. WT and LL performed behavioral tests. WT, JZ, and YS conducted immunofluorescence. YES, SL, and LJ designed the experiments and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 Heatmaps of differentially expressed genes (DEGs) in cerebellum **(A)**, cortex **(B)**, SN **(C)**, and striatum **(D)**. The color bar represents log_2_ (FPKM).

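In the cortex, Olfml3, a secreted protein of microglia, had the lowest p with MPTP. It was 7.51 ± 0.596 FPKM (SD, n = 4 mice) with MPTP and 11.4 ± 0.870 with saline (adjusted p = 0.0629 from limma). Mbp, the main protein of myelin, was 972 ± 56.7 against 1187 ± 115.6 FPKM, and 16 of 18 oligodendrocyte markers were lower on average (median -0.21, camera adjusted p = 1.93e-05, and adjusted p = 0.724 with an estimated correlation). Of the 20 microglial markers, 10 were lower when adjusted over the list alone, 12 at an unadjusted p under 0.05 and none over all genes. After exercise, Dbp was 46.5 ± 7.76 FPKM in MPTP + EX and 68.8 ± 5.20 in MPTP in the cortex (adjusted p = 0.313).
At an unadjusted p under 0.05, 2614 genes of the cortex differed with MPTP, none past adjustment in limma, and 748 after exercise. At an adjusted p under 10%, 529 passed with MPTP. Without mouse E28, E29 or S4, 156, 229 and 2 genes passed at 0.05, and without mouse E28 1 passed after exercise. Each fit calls its own genes at an unadjusted p under 0.05, 2614 in the cortex and 733 there when the 4 regions were fitted together. The share of them that were higher with MPTP was 47.6% and 25%. In the cerebellum it was 51.6%, and 40.2% with the libraries scaled to one median. In the striatum it was 44.3%, and 58.8% with quantile normalization, 56.1% without mouse M21, 34.2% without mouse M23 and 25% without mouse S4.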

How the deposited data were processed for this re-analysis (not part of the article)

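RNA-seq of the cortex, cerebellum, SN and striatum was analysed from 12 mice, 4 each of the saline, MPTP and MPTP + EX groups, 48 libraries in all. The authors deposited 1 table of FPKM for 23366 gene names. The paper's methods name Tophat2, Cufflinks, RSEM and DESeq, while the notes deposited with the table name HISAT2 (version 2.1) and HTSeq (version 0.11) on the mouse genome build mm9. Which of these made the FPKM is not given in the sources used here. The column sums, 344700 to 403520 in 47 libraries, show that no library had been rescaled to a common total. Each library was taken to its mouse from the start of its column name, which recurs in the 4 regions, since the labels do not tie replicates to mice (S1 to S4 for saline, M6, M16, M21 and M23 for MPTP, E26 to E29 for MPTP + EX). The 27 gene names that a spreadsheet had turned into dates were left out, 22 of them with a mean FPKM above 1, and held 0.209% to 0.329% of the column sums. The behaviour and the immunofluorescence of Figures 1 and 5 had no files and were not analysed.

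FPKM were analysed as log2(FPKM + 1) with limma (version 3.58.1) in R (version 4.3.3), 1 fit of 3 groups per region, with an intensity trend and no batch term. The filter, the tests, the gene lists and all alternatives not said to be chosen later were set before the data were examined. Read counts are unknown, so tests for counts were not used and no counting error is given. From the steps between FPKM values, the depth of the libraries of a region differed by up to 1.59-fold in the cerebellum, 1.35-fold in the cortex, 1.49-fold in the SN and 1.3-fold in the striatum. Precision comes from the spread between 4 mice. Tested on simulated data, the SN fit called 14 unchanged genes at an adjusted p under 0.05 and 4.86% of unchanged genes at an unadjusted p under 0.05.

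Genes named in the text follow a fixed rule. They are the genes the paper names, Th, Slc6a3, Slc18a2 and Ddc, up to 10 genes per region and comparison with the lowest p and groups that do not overlap (5 where fewer than 3 passed adjustment), up to 4 members with the lowest p of each list described, and the 10 genes closest to each hub component. Genes outside this rule are said to be chosen after their values were seen. Gene lists for 38 functions and cell types, 800 genes of which 797 were found, were written by hand, since no database of pathways was at hand, and lists with at least 4 genes past the filter were tested with camera and fry of limma. The genes of Supplementary Tables 2 and 3 were tested as lists chosen by the study. Overlaps between comparisons were counted at the study's unadjusted threshold and set beside 100 regroupings of the 12 libraries. Relations between regions were measured by Spearman's rho of the moderated t and by RRHO with a step of 200 genes. Comparisons of single values used exact permutation tests, two-sided. The first principal component of the 10 hub genes was related to each group of the 24 SN and striatum libraries by an exact test over 10626 assignments, since WGCNA could not be repeated. Figures were drawn with matplotlib (version 3.10.9) in Python (version 3.11.15).

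The alternatives were a pseudocount of 0.1, no filter, a filter on the highest group mean, scaling to a common median, quantile normalization, fits of 2 groups, a fit over all 4 regions, no trend, an estimated correlation in camera, the log2 fold change in place of the moderated t, the mean of the hub genes, and leaving out each library in turn. A covariate for neocortical markers in the SN, regroupings of whole mice, regroupings without mouse E29, hub components without the 2 farthest libraries and mouse as a random block were chosen after the data were seen.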

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

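The tests of another tissue in the library of mouse E29, of a response of this mouse throughout the brain, of the time of day and of glucocorticoids were chosen after the results they measure were seen. Groups of 4 mice were searched for a mouse whose gap to the nearest of the other 3, divided by the whole range, passed Dixon's 95% critical value. Chance marks about 1 in 20 groups, 4.8 of 96, and 12 were marked.

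Markers of neocortical and hippocampal neurons had mean responses to exercise that differed between the SN and striatum, by -1.335 on the log2 scale, those of GABAergic interneurons by -0.826 and the genes of Supplementary Table 2 by -1.528, each marked because the difference between the regions had a p under 0.05 in a regrouping test (permutation p = 0.0049, 0.00204 and 0.00408, adjusted p = 0.0588 for each over 36 lists). That test takes the regions as independent, although both come from the same 8 mice after the column names. Regrouping the mice alike in both regions gave a permutation p = 0.0286 for each, the smallest possible (adjusted p = 0.206). Neither test was run without the striatum library of mouse E29. Of 7 genes outside every list with at least 10 times more FPKM in the cortex than in the saline SN, 100% were lower in the SN after exercise, against 46.5% of all genes, with a median of -0.67. This is consistent with more tissue of the neighbouring cortex or hippocampus in the MPTP SN samples than in the MPTP + EX ones, by 6.78% of cortical RNA (quartiles 5.4% and 8.6%), close to the 5.91% from the neocortical markers. Lower activity of SN neurons cannot be told apart, since the activity-regulated genes had a median of -0.07 with the neocortical score as a covariate (spread of the median 0.0664, and -0.246 with a spread of 0.112 without it), too near the bound of -0.1 set in advance. A change of the neocortical genes in the SN's own cells with exercise was not tested and stays open.

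Mouse E29 stood apart in the striatum, with an FPKM sum of 621093 (369907 to 377619 in the other 3 MPTP + EX mice), 11595 genes above 1 FPKM (13129 to 13171), a median correlation of 0.808 (0.985 to 0.986) and Malat1 at 17.5 FPKM (262 to 311). Of 2643 genes with at least 20 FPKM in the other 47 libraries, 99 lay far below their lowest value there, by at least 5 times, while medium spiny neuron markers kept a median of 0.542 of their level, which argues against another tissue in the sample as the whole cause. Ttr, abundant in choroid plexus, was at 8416 FPKM there against 30.04 to 2434 in the other 11 striatum libraries, so a share of choroid plexus is not excluded. The deviation from the other MPTP + EX mice was related to gene length, with a rho of -0.511 across 13188 genes (99.6% of names, -0.111 to 0.072 in the other mice), which is consistent with degraded RNA or another fault of library preparation. This mouse had the lowest median correlation of its group in 1 of the other 3 regions, the SN (0.977664 against 0.977763 in mouse E26). The bound set for a response of this mouse to exercise throughout the brain was not met. A rank among the MPTP + EX mice cannot exclude such a response. A response in its striatum alone was not tested.

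Clock genes, which the paper's text does not discuss, were marked as a signal outside what it analysed, being higher with MPTP or lower after exercise in 8 of 8 pairs of region and comparison (exact permutation p = 0.0286 in each, the smallest possible). These pairs come from the same 12 mice and share the MPTP libraries, so they are not independent. Killing the groups at different times of day cannot be told apart from the treatment, because no times are given. The mean of Arntl, Clock and Npas2, which peak when Per and Dbp are low, had the opposite sign to Per1, Per2, Per3 and Dbp in 6 of 8 pairs. In these 6 it was often near 0, from -0.112 to -0.044 with MPTP and from 0.02 to 0.191 after exercise. A difference in glucocorticoid level also remains possible. The median of 14 other glucocorticoid targets was above 0 with MPTP and below 0 after exercise in 8 of 8 pairs, from 0.185 to 0.483 and from -0.141 to -0.048. The shared MPTP libraries favour opposite signs. The -0.141 is that of the striatum, where the median of all genes was -0.113 with the library of mouse E29. An effect of MPTP or exercise on the clock itself was not tested.

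The other marked values were not weighed. Saline mouse S4 had a median correlation of 0.978 in the SN (0.979501 to 0.979805 in the other 3) and 0.983 in the striatum (0.9855 to 0.985974), a red hub component of 0.086 in the SN (-0.163 to -0.129) and a neocortical score of 3.361 in the striatum (4.335 to 4.493). MPTP mouse M23 had a red hub component of 0.239 in the striatum (-0.1 to -0.068) and a choroid plexus score of 3.097 there (1.368 to 1.618). Neocortical scores also marked saline mouse S2 in the cerebellum, at 4.589 (3.192 to 3.31), and MPTP mouse M21 in the cortex, at 5.501 (5.532 to 5.537). The response to MPTP differed between the SN and striatum in 22 genes at an adjusted p under 0.05 in limma's interaction test, the difference of the regions having marked them.

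The 8 libraries of each comparison were also split in all 35 ways into groups of 4, the real split counted among them. The real split alone, 1 of 35, gave as many as the 2614 genes at an unadjusted p under 0.05 of the cortex with MPTP (1331 in the highest other split). At an adjusted p under 0.05 it alone gave the 86 genes of the SN with MPTP (38) and the 138 of the SN between MPTP + EX and saline (2). A rank of 1 of 35 is the best that these splits allow. It was not adjusted over the comparisons that were split, so it does not exclude chance. For the 2 genes of the cerebellum after exercise the highest other split had 1, so the real split was again 1 of 35, but this rests on a single gene more, and there were 0 without mouse M21, in the fits of 2 groups and in the fit over all 4 regions. At an unadjusted p under 0.05, other splits gave as many genes for MPTP in the cerebellum (1538 genes, highest other 1772, as many in 3 splits), the SN (1523, 1643, 2 splits) and the striatum (140, 272, 3 splits). So they did after exercise in the cerebellum (748, 1199, 11 splits), the cortex (748, 1293, 11 splits), the SN (984, 1728, 4 splits) and the striatum (496, 538, 3 splits), and for MPTP + EX against saline in the SN (2132, 2370, 3 splits). The interaction of region and exercise (717 genes) had 997 in the highest of 100 regroupings and as many in 13. Chance cannot be excluded for any of these counts.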

How the results depend on the processing

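A count was taken as unchanged within 1.5 times of its main value, and a rank correlation within the SD of its regroupings. Genes, lists and hub relations were unchanged if they stayed on their side of the threshold. A change of sign counted only if either fit passed. Of 563 results, 562 were unchanged with a pseudocount of 0.1, 559 with scaling to a common median and 557 with quantile normalization. Of 561, 553 were without a filter, 560 with a filter on the highest group mean and 491 when all 4 regions were fitted together. Of 549, 516 were in fits of 2 groups. No trend, the log2 fold change in place of the moderated t and the mean of the hub genes changed none of the 9, 16 and 2 results they apply to. Values below are genes at an unadjusted p under 0.05 unless said otherwise, and the cause was not tested except where a construction is named.

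Without a filter, the striatum had 329 genes with MPTP and 772 after exercise, and 43 higher with MPTP and lower after exercise. With quantile normalization, the first and last of these were 245 and 26. In fits of 2 groups, genes at an adjusted p under 0.05 were 2 with MPTP and 0 after exercise in the cerebellum, 375 with MPTP in the cortex, 1 after exercise in the SN and 10 with MPTP in the striatum. The striatum then had 1556 genes with MPTP, a fit that leaves the MPTP + EX library of mouse E29 out by construction, and 200 after exercise, and the interaction 409. In the fit over all 4 regions, the counts with MPTP were 429 in the cerebellum, 733 in the cortex, 949 in the SN and 531 in the striatum, and after exercise 224, 208 and 5213 in the cerebellum, cortex and striatum. There were 1271 genes between MPTP + EX and saline in the SN. Adjusted counts were 0 after exercise in the cerebellum, 29 in the SN and 126 in the striatum, and 1 with MPTP in the striatum. Genes higher with MPTP and lower after exercise were 27 in the cerebellum, 14 in the cortex and 83 in the striatum, and the reverse 20, 43, 160 and 44 in the cerebellum, cortex, striatum and SN. In this fit 31.8% of the striatum's 5213 genes after exercise were higher, against 42.1% of the 496 in the main fit. The glutamate receptors of the SN had an adjusted p of 0.0618 after exercise there. The interaction had 2222 genes, and 14 at an adjusted p. With an estimated correlation, 74 of 81 list results lost their call, and the other 7, which had no call before, stayed without one. No list call held. After exercise in the SN the synapse assembly genes then had an adjusted p of 0.669 and the glutamate receptors 0.723.

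With the neocortical score as a covariate in the SN, chosen after the data were seen, 170 of 184 results stayed. There were 42 genes at an adjusted p between MPTP + EX and saline, 132 genes lower with MPTP and higher after exercise, an adjusted p of 0.51 for the glutamate receptors after exercise and a rho of -0.433 between both comparisons. The neocortical markers changed sign with MPTP (adjusted p = 0.867), as the covariate is built from them. The score was lower in each MPTP + EX mouse than in each MPTP mouse, so this covariate cannot be separated from exercise. The groups of a region could not be paired, because each group holds different mice. The columns carry no replicate number, so the additive block of replicate numbers was not run. With mouse, from the column names, as a random block, chosen after the data were seen, the interaction had 732 genes and none at an adjusted p, as without a block.

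Leaving out each library in turn gave these lowest and highest values. In the cerebellum, adjusted counts were 0 to 1 (without E26) with MPTP and 0 (M21) to 4 (E26) after exercise, the count after exercise 559 (M23) to 1146 (M6), genes higher with MPTP and lower after exercise 45 (E27) to 138 (M6), the reverse 57 (E29) to 146 (M16) and rho between both comparisons -0.382 (M16) to -0.116 (S1). In the cortex, adjusted counts were 0 to 229 (E29) with MPTP and 0 to 1 (E28) after exercise, the overlaps 66 (M21) to 206 (E28) and 106 (E29) to 263 (E28) and rho -0.514 (E28) to -0.176 (E29). In the SN, adjusted counts were 44 (S2) to 161 (E29) with MPTP and 55 (S2) to 538 (E29) between MPTP + EX and saline, genes higher with MPTP and lower after exercise 73 (S1) to 196 (S4), and rho -0.358 (M6) to -0.093 (E29). The adjusted p after exercise was 0.00727 (M21) to 0.573 (M6) for axon guidance and 0.000106 (E29) to 0.181 (E26) for glutamate receptors. In the striatum, counts were 66 (M21) to 1339 (E29) with MPTP and 231 (M16) to 1348 (E29) after exercise, adjusted counts 0 to 3 (E29) and 0 to 2 (E29), and the overlaps 10 (M16) to 181 (E29) and 10 (S2) to 167 (E29). The rho of the SN and striatum after exercise was -0.038 (SN of M16) to 0.131 (striatum of E29), and the interaction of region and exercise had 475 (SN of M23) to 1698 (striatum of E28) genes. Whether the results depend on depth was not tested, and the files hold no counts.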

Differences from the paper's values

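Counts here are at the study's thresholds of FPKM and unadjusted p, with the mean FPKM over the 12 libraries of a region above 1. Values read by eye from a figure are given to at most 2 digits. A count reaches the paper's value if it is within 1.5 times of it, and a correlation if it is within its jackknife error over the libraries. The alternatives were set before the data were examined.

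In the striatum, the paper gives 49 genes as down-regulated after exercise among those that moved opposite ways, and 17 were found. Without a filter there were 43, and the other 5 alternatives and leaving out any library did not reach the paper's value. The paper gives 185 genes as up-regulated, and 27 were found. The fit over all 4 regions gave 160 and leaving out mouse E29 gave 167, and no other alternative or library reached it. In the SN the counts, 122 and 71, differed from the paper's by less than 1.5 times.

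Fig. 2D shows other overlaps. For genes lower with MPTP and higher after exercise, the paper has about 500 in the cerebellum in Fig. 2D, read by eye, against 85 here, and about 10 in the SN against 71, and no alternative or library reached either. In the cortex it has about 6 genes higher with MPTP and lower after exercise against 95, which none reached, and about 34 for the reverse against 175, which the fit over all 4 regions reached with 43 and none of the others. In the striatum it has about 85 for the reverse against 27, which leaving out mouse S4 reached with 66 and no other setting.

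The totals of Fig. 2D, read by eye, differ too. In the cerebellum the paper has about 2600 genes with MPTP against 1538, reached without a filter (1808) and without mouse M16 (1765) or S1 (1864) and by none of the others. It has about 2600 after exercise against 748, about 200 in the cortex with MPTP against 2614, about 2200 there after exercise against 748, and about 810 in the striatum with MPTP against 140, and no alternative or library reached these 4. In the SN with MPTP it has about 1000 against 1523, reached with quantile normalization (1497), the fit over all 4 regions (949) and no trend (1498), and without mouse E27, E28, M16, M21, M23, M6, S1, S2 or S3 (1217 to 1471), and not under the other 5 alternatives. In the SN after exercise it has about 1500 against 984, reached without a filter (1290), with a filter on the highest group mean (1020), quantile normalization (1026) and fits of 2 groups (1064), and without mouse E26, E29, S3 or S4 (1016, 1335, 1034 and 1052), and not under the other 4.

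In Fig. 4A the paper has a correlation of about 0.53 between the black module and exercise in the SN, read by eye, against 0.129 for its 10 hub genes (jackknife error 0.243), reached by no alternative and, of single libraries, only without that of MPTP mouse M21 in the SN (0.332). It is also reached without mice M21 and M23 in the SN together (0.586), a choice made after the data were seen. With the SN MPTP group the r of these hub genes was 0.531, and -0.152 without mice M21 and M23 in the SN. The red module has about 0.77 with exercise in the striatum against 0.213 (jackknife error 0.266), which no alternative or single library reached. The paper's values are for whole modules and those here for 10 hub genes each.

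In direction, the paper's Results state that the SN and striatum changed in opposite ways with MPTP, where rho across genes was 0.224. For Fig. 2B they describe a coordinated change after exercise, where rho was -0.005, and 0.131 without mouse E29. The paper also names an opposite regulation of these regions after exercise in its Introduction, and proposes in its Results that their responses differ. It states that synapse assembly was up-regulated in the SN after exercise, where 44 of 56 such genes were lower on average, while Fig. 3B plots some of these terms among the down-regulated. It names oxidative stress and apoptosis as down-regulated in the SN, where the lists had medians of -0.013 and 0.019 and were not called (camera adjusted p = 0.775 and 0.445), nor under any alternative or without any library, the lowest adjusted p being 0.0932 and 0.192. It names synaptogenesis as promoted in the striatum, where synapse assembly genes had a median of -0.271, and 0.038 without mouse E29. For this claim the paper also has stained TH+ synapses of the striatum, which recovered in part after exercise. RNA levels of a gene list do not count synapses. The paper relates the black module to exercise in the SN and the red one to exercise in the striatum. With all libraries, the hub components had the highest r with the SN MPTP group (0.531) and the striatum saline group (0.466), each with an adjusted p of 0.12. Without the 2 farthest libraries of each component, left out after the data were seen, these were -0.152 and -0.059. With the MPTP + EX groups r was then 0.586 and 0.47.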

Other observations

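The MPTP + EX and saline groups, which the paper does not compare in the transcriptome, differed in 138 genes of the SN at an adjusted p under 0.05, and in 42 with the neocortical score as a covariate. The genes named here were chosen after their values were seen, and their groups do not overlap. S100b, a calcium-binding protein of astrocytes, rose from 124.8 ± 10.3 FPKM (SD, n = 4 mice) with saline to 176.5 ± 22.9 in MPTP + EX (adjusted p = 0.0369 from limma), and Gjc3, a gap junction protein of oligodendrocytes, from 39.3 ± 3.47 to 57.2 ± 8.26 (adjusted p = 0.0432), with 164.7 and 43.0 FPKM in the MPTP group. Myd88, an adaptor of innate immune receptors, rose from 3.33 ± 0.149 to 4.53 ± 0.409 FPKM (adjusted p = 0.0409). Clstn2, a synaptic adhesion protein, fell from 26.4 ± 1.52 to 12.8 ± 1.18 FPKM (adjusted p = 0.000175) and Cplx1, which clamps vesicle release, from 923.3 ± 103 to 560.4 ± 25.5 (adjusted p = 0.00174). Of 18 oligodendrocyte markers 18 were higher on average with a median of 0.42, none past adjustment over all genes and 14 when adjusted over the list alone (camera p = 1.77e-10 before adjustment, and 0.0968 with an estimated correlation). Against MPTP they were higher in 18 of 18 as well (median 0.22, camera adjusted p = 3.54e-07, adjusted p = 0.724 with an estimated correlation, and 0.145 with the neocortical score as a covariate, which was chosen after the data were seen). Of 56 synapse assembly genes 44 were lower on average (median -0.19), 4 of which fell (camera p = 8.42e-11 before adjustment, and 0.0136 with an estimated correlation). In the same comparison 21 of 21 markers of dopaminergic neurons were lower (median -1.79) and 18 of them fell, so lost neurons are not told apart from lower values of synaptic genes in those left. In all, 35 genes rose and 103 fell, and 3 and 39 with the neocortical score as a covariate, where 40 of the 56 synapse assembly genes were lower (median -0.15, camera p = 1.53e-09 before adjustment, and 0.0337 with an estimated correlation). Without mouse E27, E28, E29, S1 or S2 the count was 57, 56, 538, 66 and 55. Of the 2132 genes at an unadjusted p under 0.05, 56.8% were higher. With the libraries scaled to one median, 943 genes past that threshold were higher and 1157 lower, a share of 44.9% higher.

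Th was low outside the SN. In the striatum it was 2.98 ± 0.115 FPKM with saline, 3.54 ± 0.718 with MPTP and 4.10 ± 1.02 in MPTP + EX (adjusted p = 1 and 0.566 from limma), and in the cerebellum 5.99 ± 1.18, 6.92 ± 0.673 and 6.40 ± 1.86. In the cortex it was 1.04 ± 0.241, 0.698 ± 0.333 and 0.850 ± 0.209 FPKM, under the filter. Striatal markers of cholinergic neurons were higher on average with MPTP in 7 of 7 cases (median 0.26, camera adjusted p = 3e-04, and adjusted p = 0.649 with an estimated correlation) and lower after exercise in 7 of 7 (median -0.42, camera adjusted p = 0.0293, and adjusted p = 0.724 with an estimated correlation). The latter was not called without mouse E26, E28, M16 or M21 (adjusted p = 0.287, 0.064, 0.0708 and 0.0528), nor without a filter (0.0553) or in the fit over all 4 regions (0.144). In the cortex, activity-regulated genes were higher on average after exercise in 19 of 24 cases (median 0.24, camera adjusted p = 0.00248, and adjusted p = 0.724 with an estimated correlation), and not called without mouse E29 or M23 (adjusted p = 0.154 and 0.47). In the SN 18 of 23 were lower (median -0.25), and the difference of the regions was not tested.

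Libraries taken from one mouse in different regions, after their column names, had correlated residuals across 12210 genes. For the cerebellum and cortex the mean was 0.163 over 12 mice, with 9 above 0.1, and for the SN and striatum 0.0555, with 3 above 0.1. Between different mice of a group the means were -0.0214 to -0.0541. Residuals are taken from the mean of their group, which by construction makes these negative where the same-mouse means are positive, so they add no separate evidence.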
